# Metformin Affects the Transcriptomic Profile of Chicken Ovarian Cancer Cells

**DOI:** 10.3390/genes13010030

**Published:** 2021-12-23

**Authors:** Lalitha Gopalan, Aswathy Sebastian, Craig A. Praul, Istvan Albert, Ramesh Ramachandran

**Keywords:** transcriptomics, ovarian cancer, metformin, animal models

## Abstract

Ovarian cancer is the most lethal gynecological malignancy in women. Metformin intake is associated with a reduced incidence of ovarian cancer and increased overall survival rate. We determined the effect of metformin on sphere formation, extracellular matrix invasion, and transcriptome profile of ovarian cancer cells (COVCAR) isolated from ascites of chickens that naturally developed ovarian cancer. We found that metformin treatment significantly decreased sphere formation and invasiveness of COVCAR cells. RNA-Seq data analysis revealed 0, 4, 365 differentially expressed genes in cells treated with 0.5, 1, 2 mM metformin, respectively compared to controls. Transcriptomic and ingenuity pathway analysis (IPA) revealed significant downregulation of *MMP7*, *AICDA*, *GDPD2*, *APOC3*, *APOA1* and predicted inhibition of upstream regulators *NFKB*, *STAT3*, *TP53* that are involved in epithelial–mesenchymal transition, DNA repair, and lipid metabolism. The analysis revealed significant upregulation of *RASD2*, *IHH*, *CRABP-1* and predicted activation of upstream regulators VEGF and E2F1 that are associated with angiogenesis and cell cycle. Causal network analysis revealed novel pathways suggesting predicted inhibition of ovarian cancer through master regulator *ASCL1* and dataset genes *DCX*, *SEMA6B*, *HEY2*, and *KCNIP2*. In summary, advanced pathway analysis in IPA revealed novel target genes, upstream regulators, and pathways affected by metformin treatment of COVCAR cells.

## 1. Introduction

Ovarian cancer is the most lethal gynecological malignancy in women. The American Cancer Society estimates that approximately 21,140 new cases of ovarian cancer will be diagnosed, and about 13,770 women are likely to die due to this disease in the United States in the year 2021. Even though significant progress has been made in ovarian cancer treatment, the 5-year survival rate of ovarian cancer remains less than 50% [1]. The higher rate of mortality is attributed to the fact that women with ovarian cancer do not exhibit symptoms at an early stage but are often (>85%) diagnosed at advanced stages of disease progression resulting in a poor (27%) 5-year survival rate. Metformin is a biguanide drug used in the treatment of T2DM since 1957 in Europe and since 1995 in USA [2].

In addition to its anti-diabetic effect, metformin has gained attention for its pleiotropic beneficial effects, including but not limited to reduced cancer risk [3], tumorigenesis [4] and improved overall survival in ovarian cancer patients [5]. A case-control analysis from a United Kingdom-based general practice database revealed that long-term use of metformin was associated with a reduced risk of ovarian cancer [6]. In a phase II clinical trial of metformin as neoadjuvant to chemotherapy and/debulking surgery patients had a median progression-free-survival (PFS) of 18.3 months and overall survival (OS) of 58.0 months for those with stage IIC/III EOC, while patients in stage IV EOC had a median PFS of 14.8 months and OS of 22 months. In the same study, in addition to metformin having a beneficial effect on PFS and OS, metformin-treated tumors had 2.4-fold decrease in ALDH+CD133+ cancer stem cells (CSCs) and increased sensitivity to cisplatin ex vivo [7]. A single-institution retrospective study of 341 ovarian cancer patients evaluated the effect of metformin on PFS and OS. The PFS at 5-years for diabetic patients who used metformin was 51% compared to 23% for patients without diabetes and 8% fro diabetic patients who did not use metformin [8]. Another meta-analysis study of metformin intake in diabetic patients focused on incidence and prognosis for ovarian cancer patients, had a pooled odds ratio of 0.76 (95% CI, 0.62–0.93, *p* = 0.008) for incidence and 0.55 (95% CI 0.36–0.84, *p* = 0.006) for prognosis [9]. A comparison study in Taiwanese women with ovarian cancer showed an overall adjusted hazard ratio (95% confidence interval) of 0.658 for metformin ever-users versus metformin never-users [10].

Furthermore, metformin treatment has shown to affect ovarian cancer cells derived from rodent models of ovarian cancer and in human ovarian cancer cell lines [11,12,13,14]. An understanding of the anti-cancer effects of metformin in clinical trials involving ovarian cancer is challenging since the administration of metformin is typically done in conjunction with chemotherapeutic drugs, debulking surgery, or both. Therefore, in vitro studies using primary ovarian cancer cells to elucidate the anti-cancer effects of metformin are essential. In addition to using patient-derived primary ovarian cancer cells, the use of primary ovarian cancer cells obtained from animal models that develop ovarian cancer naturally can facilitate our understanding of the anti-cancer effect of metformin.

Animal models that develop ovarian cancer spontaneously can be instrumental in understanding the etiology, progression, and therapy that are difficult to study in humans [15,16]. The laying hen model is the only animal model that develops ovarian cancer spontaneously and naturally as it occurs in women [17,18,19,20]. Although the etiology of ovarian cancer in chickens is unknown, incessant ovulation [21] and mutations in tumor suppressor protein p53 (TP53), RAS, and human epidermal growth factor-2 (HER) receptor [22] contribute to the high rate of ovarian cancer incidence, similar to etiology of OC in women. A high proportion 24–40% of hens aged between 2 and 4 years develop ovarian epithelial adenocarcinoma [23]. Our laboratory isolated ovarian cancer cells from ascites of chickens (COVCAR) and found that the COVCAR cells expressed several genes and proteins typically associated with ovarian adenocarcinoma and ovarian cancer cell lines derived from human subjects [23]. We also found that the aldehyde dehydrogenase 1A-positive (ALDH+) stem cells isolated from the ascites of chickens that developed ovarian cancer readily formed sphere in three-dimensional cell culture and were highly invasive in extracellular matrix proteins compared to ALDH- cells [24].

The hypothesis of our study is that metformin causes inhibition of sphere formation, decreased Matrigel invasion and affects the transcriptomic profile of ovarian cancer cells. The objectives of the present study are to determine the effects of metformin on sphere formation, Matrigel invasion, and the transcriptome of COVCAR cells. The research presented here is the first report to examine the transcriptomic profile of spheres formed by metformin-treated primary ovarian cancer cells. Our results suggest that metformin treatment affects sphere formation and invasiveness that are accompanied by significant changes in transcriptomic profile of genes related to epithelial–mesenchymal transition (EMT), cell proliferation, lipid synthesis, apoptosis, cell cycle progression, and angiogenesis.

## 2. Materials and Methods

### 2.1. Animal, Isolation of COVCAR Cells

All animal procedures were conducted according to the Institutional Animal Care and Use Committee (IACUC) approved protocol. Leghorn chickens (Hy-Line W-36 strain), which were past their peak production age (2–4 years old), were reared at the Poultry Education and Research Center at The Pennsylvania State University (University Park, PA, USA). Chickens were raised in wire cages under a photo-period of 16 h light:8 h dark and provided ad libitum feed and water.

### 2.2. Primary Ovarian Cancer Cell Culture

Chickens were routinely screened for clinical symptoms such as distended abdomen, pale comb, and inanition. Chickens suspected of having ovarian cancer were euthanized by cervical dislocation and ascites was collected from four chickens (*n* = 4) maintaining aseptic conditions. Ascites fluid was centrifuged at 400× *g* for 10 min and the resultant cell pellet were resuspended in MCDB 105:M199(1:1) culture medium (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 20% fetal bovine serum (Atlanta Biologicals, Atlanta, GA), MEM amino acid (Cellgro-25-030-CI), glutamine (Glutamax, Gibco), sodium pyruvate (Sigma Aldrich, St. Louis, MO, USA), l-alanine l-glutamine dipeptide (Cellgro), Anti-Anti (100×, Gibco), glucose (GIBCO-15023-021). COVCAR cells were cultured on gelatinized 75 cm${}^{2}$ flasks at 37 ${}^{\circ }$C under 5% CO_2_ atmosphere. When the COVCAR cells reached 100% confluence, the cells were dissociated from the flask using 0.05% trypsin (Invitrogen). COVCAR cells were frozen in several aliquots and stored in the vapor phase of liquid nitrogen and used for further experimentation. Frozen COVCAR cells in their early passage (1–2 passages) were thawed and used for the following experiments.

### 2.3. Effect of Metformin on COVCAR Cell Sphere Formation

Approximately 200,000 COVCAR cells from each of 4 primary ovarian cancer lines designated as C5, C7, C9, and C11 were treated with 0, 0.5, 1, or 2 mM metformin (Sigma-Aldrich) dissolved in serum-free medium [SCM; X-VIVO 20 culture medium (Lonza, Walkersville, MD, USA) supplemented with 5 μg/mL bovine insulin (Sigma-Aldrich), 20 ng/mL recombinant human epidermal growth factor (Peprotech, Rocky Hill, NJ, USA) and antibiotic-antimycotic solution (Gibco)] in 24-well ultra-low attachment plate (Corning, NY, USA) for 24 h at 37 ${}^{\circ }$C under 5% CO_2_ atmosphere. Spheres were visualized using a Zeiss microscope (Carl Zeiss, New York, NY, USA) and photographed using Axiocam digital camera (Carl Zeiss) to determine sphere count. The total number of spheres greater than 50 μm at 10× magnification from three non-overlapping fields were counted and averaged. A total of 6-wells/treatment served as internal replicate. Experiments with each cell line were performed in triplicate.

### 2.4. Effect of Metformin on Matrigel Invasion of COVCAR Cells

COVCAR cells (C5, C7, C9, and C11) were treated with metformin and subjected to Matrigel invasion assay. The upper chamber of transmembrane cell culture inserts (Corning, NY, USA) having 8 μm pores was coated with 200 μL Matrigel extracellular matrix (2 mg/mL; CORNING, NY] in serum-free SCM and allowed to solidify at 37 ${}^{\circ }$C under 5% CO_2_ for 1 h. Approximately 150,000 cells were placed into each 12 × 75 mm polypropylene tube (VWR, Radnor, PA, USA) and treated with 0 (control), 0.5, 1, or 2 mM metformin and allowed to incubate in a shaking water bath at 37 ${}^{\circ }$C for 30 min. Metformin-treated cells were then carefully layered over the Matrigel-coated inserts. Chemoattractant media (SCM with 20% FBS) was added to the lower chamber of the transmembrane cell culture inserts before placing the inserts. Cells were allowed to invade through the Matrigel layer at 37 ${}^{\circ }$C under 5% CO_2_ for 24 h. Following incubation, cells remaining in the Matrigel layer on the upper surface of the inserts were removed using cotton swabs. Cells that had invaded the Matrigel layer and reached the lower surface of the insert were fixed in methanol and stained with Giemsa stain. The invaded cells were visualized at 10–20× magnification using a Zeiss microscope (Zeiss) and photographed using Axiocam digital camera (Zeiss). The number of cells was counted and averaged from 4 non-overlapping fields per insert. The entire experiment was repeated six times using all four cell lines.

Data from sphere formation assay and Matrigel invasion assay were subjected to analysis of variance (ANOVA) using the general linear model (GLM) using R software and GraphPad Prism version 8.0.0. Differences among individual means were determined by using Tukey’s HSD test. A probability level of *p*-value > 0.05 was considered statistically significant.

### 2.5. Effect of Metformin on COVCAR Cell Transcriptome

COVCAR cells designated as C5, C7, C9, and C11 (*n* = 4) were utilized for transcriptomic analyzes. Approximately 300,000 cells were treated with 0 (control), 0.5, 1, or 2 mM metformin dissolved in SCM in 24-well ultra-low attachment plates (Corning) at 37 ${}^{\circ }$C under 5% CO_2_ for 24 h. Each treatment was conducted in triplicate. Cells and spheres following the treatment were harvested by centrifugation followed by resuspension in TRIzol (Invitrogen) and stored at −80 ${}^{\circ }$C until RNA extraction. Total RNA was extracted using the RNeasy Micro kit (Qiagen, Valencia, CA, USA) using the manufacturer’s protocol. The quantity and quality of RNA were evaluated using a spectrophotometer (Nanodrop, Wilmington, DE, USA). The RNA quality was further evaluated using the Agilent TapeStation 4150 (Agilent Technologies, Santa Clara, CA, USA). Samples that had an RNA integrity number (RIN) value of >7 were used for sequencing. RNA sequencing was performed on the Illumina platform using 200 ng of total RNA as input. A unique dual indexed library was made from each sample using the TruSeq Stranded mRNA Library Prep Kit according to the manufacturer’s protocol (Illumina, San Diego, CA, USA). The concentration of each library was measured by qPCR using the KAPA Library Quantification Kit for Illumina platforms (KAPA Biosystems, Wilmington, MA, USA). An equimolar pool was made from all libraries and the pool was sequenced on two NextSeq 550 High Output 75-nucleotide single read sequencing runs.

On average, 50 million 75-base pair single-end reads were sequenced for each replicate. FastQC reports showed that the raw reads have a mean base quality score of Q35. Raw data were mapped to the chicken reference genome (Gallus [underscore] gallus. GRCg6a build) using hisat2 (v2.1.0). Coverage files were generated using bedtools and the mapping was visualized in Integrative Genomics Viewer (IGV). The average mapping rate was 94% of the Gallus gallus genome. Reads mapping to the genes were counted using featureCounts from the Subread package specifying ‘-t exon -s 2 -O -g geneid’ parameters. Statistical analysis to identify differentially expressed genes (DEGs) based on negative binomial distribution was conducted using R (v. 4.1.0.) package DESeq2.

### 2.6. Data Visualization

GProfiler was used to evaluate the biological processes enhanced in the set of DEGs. Galaxy version 21.05.1.dev0 was used to create volcano plots. We used IPA to identify canonical pathways, upstream regulators, gene networks, diseases, and functions affected by metformin treatment. The statistical significance of pathways was determined using *p*-value, and the z-score, which provides predictions about upstream or downstream processes. A positive z-score of 2 or more indicates a significant activation and a negative z-score of 2 indicates a significant inhibition of a pathway, regulator, or disease process. Casual network analysis (CNA) was performed in Ingenuity pathway analysis (IPA) by considering the following: (i) upstream regulator analysis (URA), which connects transcription factors, cytokines, groups, microRNAs to dataset molecules; (ii) mechanistic networks (MN) involving the greatest number of dataset molecules and MN that connects to transcription factors; (iii) causal relationships that connect upstream regulators to dataset molecules through intermediate regulators; and (iv) downstream effect analysis (DEA) that utilizes the URA and CNA to make an inference of downstream biological processes and diseases. We utilized IPA’s canonical pathways to show the key molecules and biological processes involved in a certain the pathway. In addition, we analyzed canonical pathways by using molecular activity predictor (MAP) and dataset molecules/analysis overlay function.

## 3. Results

### 3.1. Effect of Metformin on Sphere Formation and Matrigel Invasion

We evaluated the effect of metformin treatment on sphere formation in four (C5, C7, C9, and C11) primary COVCAR cell lines. Metformin treatment at at 1-mM and 2-mM led to significantly less spheres in all four cell lines as compared to the control group (Figure 1). Metformin treatment of C5 and C9 COVCAR cell lines resulted in significantly fewer number of cells that invaded Matrigel (Figure 1).

### 3.2. Transcriptomic Analysis of Metformin-Treated COVCAR Cells

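RNA was sequenced from 4 primary COVCAR cell lines, C5, C7, C9 and C11, each grown from the ascites (fluid of the body cavity) of a hen with ovarian cancer. Each line was treated for 24 h with 0 (control), 0.5, 1 or 2 mM metformin, a biguanide used against diabetes. There was 1 library per cell line and dose, 16 in all, so n = 4 cell lines in each group. The paper's methods state that each treatment was done in triplicate, and how the wells became 1 library is not stated there. The methods give 300000 cells per well and the sample labels 200000. For the frozen cells the methods state the passages 1 to 2, and the labels give passage 3 for C5, C7 and C9 and passage 2 for C11. Stranded mRNA libraries were read from one end, and the authors aligned the reads to the GRCg6a build of the chicken genome with hisat2. They counted reads on exons by strand with featureCounts, with an option that gives a read over overlapping genes to each of them. The deposited table holds these counts without normalization for 23910 genes. The counts per library added up to 37647733 to 39836592 (median 39121224) in the control group, 35403643 to 38257947 (median 36891072) at 0.5 mM, 35553462 to 42531887 (median 37235309) at 1 mM and 34724071 to 37265967 (median 36120218) at 2 mM. The depth in the paper's text is 50 M reads per replicate. It refers to sequenced reads, and the values here use the counts on genes. Between 14888 and 16903 genes had a count in a library.

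From these counts, each dose was compared with the control group by edgeR's quasi-likelihood test, two-sided, on the 8 libraries of both groups, with TMM normalization. Genes with few counts were left out by edgeR's filterByExpr and p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG by the paper's criteria, an unadjusted p-value under 0.01 and an adjusted p-value under 0.05. Levels are given in CPM after TMM normalization, that is counts scaled to equal library totals, as mean ± SD of the 4 cell lines. The filter decides which genes are tested, and a test without the cell line as a term counts the differences between lines as error.

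The libraries differed in a way that the doses do not explain. Over 10632 genes with a mean count of at least 100, the slope of log2 CPM, centred per gene, against log2 exonic length was positive in 7 libraries and negative in 9. The 7 were all 4 libraries of C9 (slope 0.26 at 0 mM, 0.20 at 0.5 mM, 0.24 at 1 mM and 0.16 at 2 mM), C7 and C11 at 0.5 mM (0.18 and 0.12) and C5 at 2 mM (0.24). The slopes of the 9 others lay between −0.29 and −0.079. The first principal component, with 41.9% of the variance, separated the same 7 libraries from the 9.

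**Figure D1:**
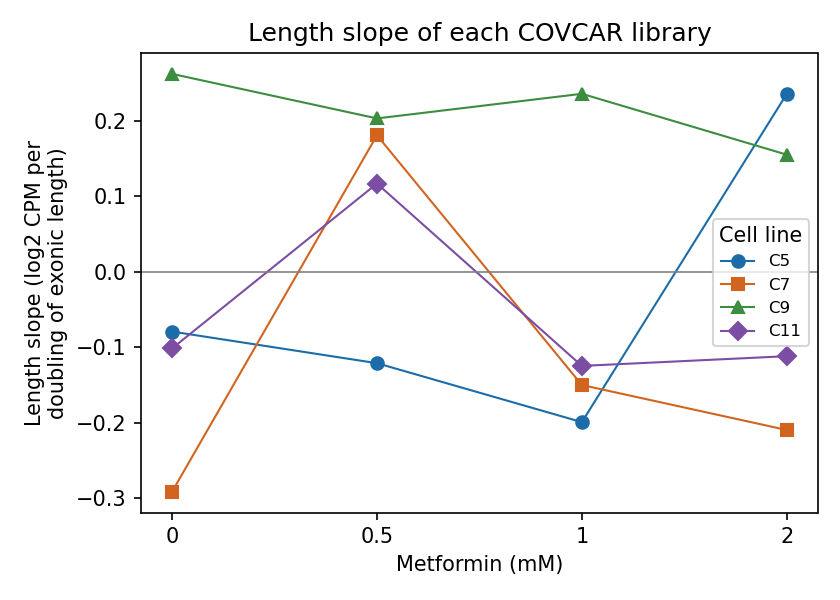
Slope of log2 CPM against log2 exonic length (y axis) for each of the 16 libraries, by metformin dose (x axis, mM) and cell line. Each point is 1 library. All points of C9 lie above 0, with C7 and C11 at 0.5 mM and C5 at 2 mM.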

Pairwise comparison analysis using DESeq2 revealed a dose-dependent increase in the number of DEGs in response to metformin treatment. 

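At 0.5 mM metformin, none of the 13318 genes tested was a DEG in the edgeR comparison with the control group, and 146 had an unadjusted p-value under 0.05.

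At 1 mM, the authors' deposited table of comparisons covers 7 libraries and lacks C7 at 1 mM, while the paper gives n = 4 cell lines and no reason for leaving that library out. Over those 7 libraries edgeR called 0 DEGs, with 288 genes at an unadjusted p-value under 0.05. DESeq2 on the same 7 libraries, a comparison added after the data were examined, called 4 genes. They are FOS (ENSGALG00000028037), NRIP3 (ENSGALG00000005903), FGF18 (ENSGALG00000002203) and the gene without a symbol ENSGALG00000036958. The last 3 were chosen for mention after their values were seen. In C7 at 1 mM, the library left out, their levels were 365, 6.78, 19.1 and 8.36 CPM, each the highest of the 4 lines at that dose. Over all 8 libraries edgeR again called 0 DEGs, with 636 genes at an unadjusted p-value under 0.05. FOS was 23 ± 3.88 CPM in the control group and 142 ± 149 at 1 mM (SD, n = 4), and 68 at 1 mM without C7. Its edgeR log2 fold change was 2.66 (standard error 0.621, adjusted p = 0.9999), and it was higher in all 4 lines. NRIP3 (log2 fold change 2.96, standard error 0.631, adjusted p = 0.9999), FGF18 (log2 fold change 3.36, standard error 0.831, adjusted p = 0.9999) and ENSGALG00000036958 (log2 fold change 3.69, standard error 0.738, adjusted p = 0.9999) were also higher in all 4 lines. C7 at 1 mM raised these values. In the authors' deposited table, without it, the log2 fold changes are 1.6 for FOS, 2.2 for NRIP3, 1.9 for FGF18 and 2.7 for ENSGALG00000036958, and edgeR's lowest values with single libraries or lines left out were 1.47, 2.02, 1.82 and 2.61 for these genes. DESeq2 on the 8 libraries called 30 genes, 26 higher and 4 lower at 1 mM.

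At 2 mM, edgeR called 0 DEGs among 13289 genes tested, with 1410 at an unadjusted p-value under 0.05 and a smallest adjusted p of 0.165. The choice of test moved this count most among fits without the cell line as a term. DESeq2 called 365 genes, 182 higher and 183 lower. With the cell line as a block, edgeR called 0 and DESeq2 1841. A further edgeR fit, chosen after seeing the data and named the covariate fit here, had the cell line as a block and the length slope of each library as a covariate. It called 722 genes at 2 mM, 232 at 1 mM and 0 at 0.5 mM. Its smallest adjusted p at 2 mM was 0.0305, so every call there lies between that value and 0.05. These terms leave few degrees of freedom in 8 libraries. A gene just under 0.05 in this fit is hardly different from one just over it.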

We found that 0, 4, 365 genes (*p* < 0.01, FDR < 0.05) were differentially expressed in cells treated with 0.5, 1, or 2 mM metformin compared to the control group, respectively (Supplementary Table S1). The top 10 upregulated and downregulated DEGs along with their biological functions are provided in Table 1 and Table 2. 

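Of 8 genes in Table 1 and 10 in Table 2, edgeR's count filter kept 5 and 4, and the others were not tested by it. Of those kept, edgeR called 0 of 5 and 0 of 4, and the covariate fit 1 of 5 and 3 of 4. DESeq2 called 8 and 10. In all 4 lines the 8 genes of Table 1 fell and the 10 of Table 2 rose.

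MMP7, a matrix metalloproteinase (ENSGALG00000017184, GRCg6a chromosome 1, 183873073 to 183877709), fell from 29.6 ± 40.9 CPM in the control group to 0.711 ± 0.429 at 2 mM (SD, n = 4 cell lines). Its edgeR log2 fold change was −5.36 (standard error 1.29, adjusted p = 0.285), while DESeq2 gave an adjusted p of 4.0e-05. The control mean rests on C5, without which it is 9.79 CPM. With single libraries or lines left out the log2 fold change lay between −6.09 and −3.79. The control levels of ABHD8 (10.8 ± 15 CPM, 3.65 without C7), GDPD2 (4.69 ± 6.51, 1.54 without C5), GSTA4 (3.64 ± 4.98, 1.22 without C5), APOC3 (3.46 ± 4.1, 1.64 without C5) and S1PR3 (1.79 ± 1.86, 0.94 without C5) also moved by over 1.5 times without 1 library. Their log2 fold changes at 2 mM were −6.43 for ABHD8, −4.49 for GDPD2, −3.81 for GSTA4, −5.23 for APOC3 and −3.67 for S1PR3, with adjusted p-values from 0.286 to 0.414 from edgeR's test. Without C5 in the control group they were −2.90 for GDPD2, −2.26 for GSTA4 and −2.77 for S1PR3, and the covariate fit, with the cell line as a block, gave −1.93, −2.44 and −2.25. ABHD8, APOC3 and CYYR1 were removed by the count filter, so their values come from the fit without it. CYYR1 had 7 to 28 counts in the control libraries and 0 to 3 at 2 mM (log2 fold change −4.01, standard error 1.21, adjusted p = 0.421).

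In Table 2, 7 genes had at most 3 counts in every control library, so their rise is a lower bound, computed against 3 counts. At 2 mM MNR2 was at least 4.63-fold higher, SLC5A5 at least 2.74-fold, TMEM82 at least 10.7-fold, UNC45B at least 4.49-fold, CHRNB3 at least 4.35-fold and CRABP-I at least 4.14-fold. Between 3 and 31 counts per library stood behind the 2 mM values of these genes and of IHH, TMEM82 having 17 to 73. RSAD2 rose from 0.0444 ± 0.0609 CPM, 0.0162 without C11, to 0.762 ± 0.238 (log2 fold change 3.98, standard error 0.928, adjusted p = 0.285). It shares 34 exonic bases with RNF144A, whose reads are counted for both. In the control group IL19 was detected in C11 alone, with 14 counts, and its log2 fold change of 4.49 at 2 mM (standard error 1.38, adjusted p = 0.331) lay between 3.83 and 9.28 with single libraries or lines left out. SLC6A17, a neurotransmitter transporter of the SLC6 family (ENSGALG00000000394, chromosome 26, 1352712 to 1360431), had the steadiest rise of the table. It went from 0.325 ± 0.0966 to 5.26 ± 2.36 CPM, a log2 fold change of 4.02 (standard error 0.502, adjusted p = 0.165 with edgeR's test, 2.9e-12 with DESeq2 and 0.0359 in the covariate fit).

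**Figure D2:**
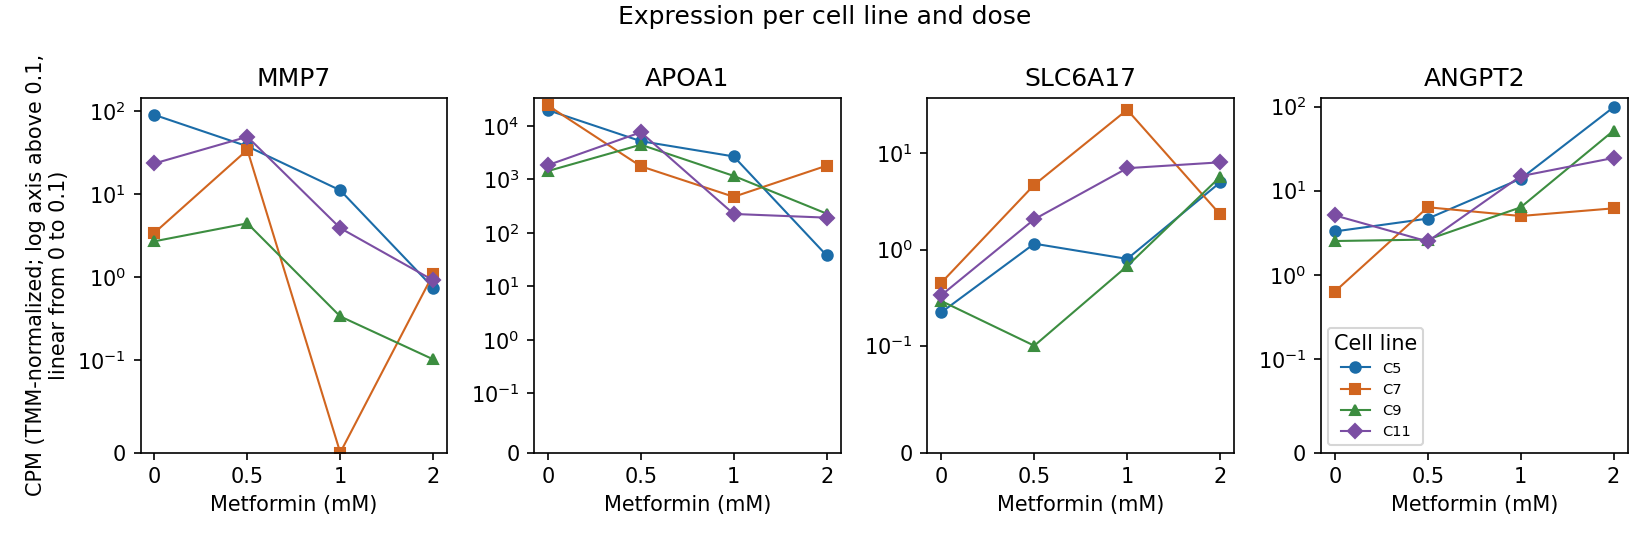
Levels of MMP7, APOA1, SLC6A17 and ANGPT2 in CPM (y axis, log scale above 0.1 and linear below) against metformin dose in mM (x axis), 1 line per cell line and 1 point per library. MMP7 and APOA1 fall and SLC6A17 and ANGPT2 rise between 0 and 2 mM in each of the 4 cell lines.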

A graphical representation of DEGs in the form of volcano plot developed in Galaxy software is provided in Figure 2. 

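The 365 genes listed as DEGs in Supplementary Table S1 were followed in each cell line. Between 0 and 2 mM, 362 of them changed in the listed direction in all 4 lines, 180 upward and 182 downward. The genes were chosen on these libraries, so this count is not independent evidence. The median change in the listed direction was 1.98 on the log2 scale in C5, 1.59 in C7, 1.63 in C9 and 1.37 in C11. DESeq2 on the 8 libraries called the same 365 genes, with log2 fold changes within 0.05 of those listed, which are rounded to 1 decimal. edgeR's filter kept 339 of them. All 339 had the listed direction and an unadjusted p-value under 0.05, 314 had one under 0.01, and none was called after adjustment. With the cell line as a block, DESeq2 called 363 of the 365, and the covariate fit called 213. Of the 183 genes that fell, C5 had the highest control level for 90, C7 for 43, C9 for 29 and C11 for 21.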

The hierarchical clustering of DEGs and a heatmap developed in R software is shown in Figure 2. Data analysis and visualization provided in Table 1 and Table 2, Figure 2 are based on comparison analysis between 2mM metformin treatment and control group. 

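The change with dose was tested over all 16 libraries as a slope of log2 expression per mM metformin, with the same quasi-likelihood test. The slope was past the criteria for 61 genes, 24 rising and 37 falling. This count moved with the libraries used. It was 1 without C5, 107 without C7, 0 without C9, 1 without C11 and 0 without the 2 mM libraries, with 1271 genes at an unadjusted p-value under 0.05 without C9 and 1017 without 2 mM. With the cell line as a block it was 700, and in the covariate fit 2277. The 3 genes with the smallest p-values in each direction were named by a rule set before the data were examined. Among rising genes these were TNFRSF18 with 1.64 log2 units per mM (standard error 0.231, adjusted p = 0.00881), ANGPT2 with 2.07 log2 units per mM (standard error 0.308, adjusted p = 0.0133) and TK1 with 0.62 log2 units per mM (standard error 0.114, adjusted p = 0.0312). Among falling genes these were RBM3 with −0.62 log2 units per mM (standard error 0.0641, adjusted p = 0.00033), MCEE with −0.97 log2 units per mM (standard error 0.133, adjusted p = 0.00881) and PRKAR1B with −0.91 log2 units per mM (standard error 0.139, adjusted p = 0.0145). Without C9, none of the 6 was past the criteria. RBM3, an RNA-binding protein gene (ENSGALG00000030918, GRCg6a chromosome 28, 3176587 to 3182020), went from 319 ± 39 CPM at 0 mM to 239 ± 14.8 at 0.5 mM, 186 ± 18.3 at 1 mM and 130.1 ± 10.5 at 2 mM (SD, n = 4 cell lines).

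At lower doses, 287 of 321 tested genes of Table S1 (89.4%) changed at 0.5 mM in their 2 mM direction, and 334 of 334 (100%) did so at 1 mM. The share at 0.5 mM ran from 79.1% without C7 to 94.8% without C11. These comparisons share the control libraries, which moves their signs together even without an effect. Counts simulated with no change by dose, which kept the level of each cell line and the length slope of each library, give the size of that effect. For the 365 genes with the smallest p-values at 2 mM, chosen with limma in the same way in the real and in each simulated data set, the real share was 88.5% at 0.5 mM, against a median of 90.4% in 100 simulations, of which 89 gave a share as large. At 1 mM it was 99.7%, against a simulated median of 86.8% and a highest simulated share of 90.4%. Apart from line and length slope, the simulated genes varied independently. A state shared by many genes of a library is therefore missing, and the simulated range can be too narrow. At 0.5 mM the median change in the listed direction was 0.58 in C5, 0.86 in C7, 0.086 in C9 and 0.017 in C11. At 1 mM it was 0.98 in C5, 1.62 in C7, 0.80 in C9 and 0.79 in C11. The paper describes a dose-dependent increase in the number of DEGs.

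**Figure D3:**
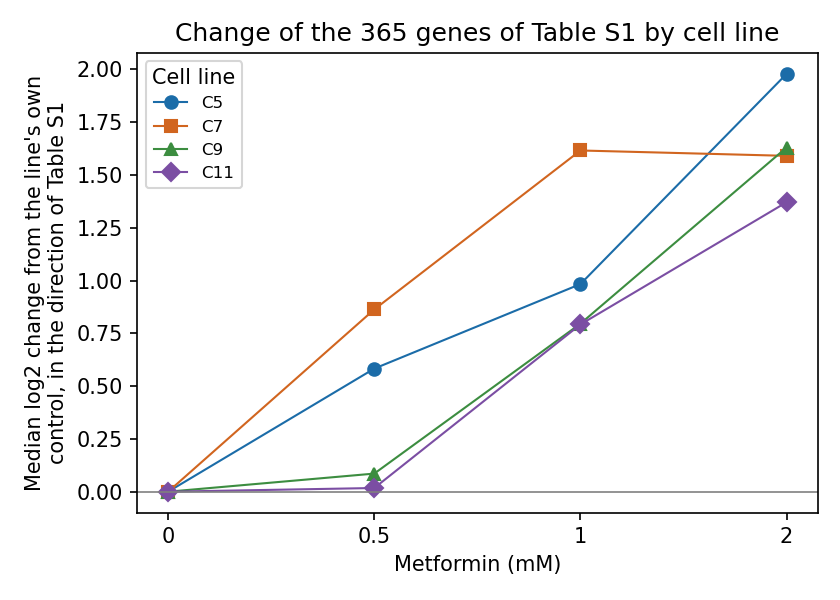
Median log2 change from the control of the same cell line over the 365 genes of Supplementary Table S1, signed by their listed direction (y axis), against metformin dose in mM (x axis). Each line is 1 cell line. C5 and C7 lie above C9 and C11 at 0.5 mM, and C7 lies highest at 1 mM.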

Since we found the greatest number of DEGs in response to 2 mM metformin, this dataset was used for further downstream analysis using IPA and g: Profiler software. First, we performed a gene enrichment analysis to identify the overall functions associated with the DEGs. The g: Profiler uses a species-specific genome database, in this case, Gallus gallus, to identify multiple sources of functional evidence, including Gene Ontology (GO) terms, biological processes (BP), regulatory motifs of transcription factors, microRNAs, and protein-protein interaction. The Ensemble gene ids (ENSG) of 365 DEGs were used as input genes in an ordered query (order of decreasing importance based on FDR value) in g: Profiler for statistical enrichment analysis with (g: GOSt). We identified molecular function (MF; Padj 3.400 $\times \;10^{-12}$), biological process (BP; Padj 4.776 $\times \;10^{-6}$), cellular components (CC; Padj 1.452 $\times \;10^{-4}$) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Padj 1.817 $\times \;10^{-5}$) as the top GO terms based on the expression pattern of dataset molecules (Figure 3). Our analysis using g: GOSt revealed multiple pathways within each GO term; BP, KEEG pathways, MF, and CC are significantly associated with DEGs (Supplementary Table S2).

### 3.3. Identifying the Pathways Affected by Metformin Treatment Using Ingenuity Pathway Analysis (IPA)

The 365 DEGs in COVCAR cells in response to 2mM metformin treatment compared to control group were used for IPA analysis. 

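Among the genes called in the authors' deposited table at 2 mM, 307 have a log2 fold change over 1 in size. That column is rounded to 1 decimal, so a value near 1 can fall on either side. In the unrounded log2 fold changes of DESeq2 on the same 8 libraries, 316 of the 365 called genes lay over 1. How chicken genes were matched to the molecules of IPA was not analysed here. In the count table 10393 genes have no symbol.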

An analysis setting in IPA for pathway activity of |log2FC| > 1.0 and FDR <0.05 resulted in 203 analysis-ready molecules. The |log2FC| was also used to calculate the directionality (z-scores) of pathways. IPA analysis predicted the activation/inhibition of several pathways. Pathways relevant to the effect of metformin on ovarian cancer cells and those that have biological implications such as AMP-activated protein kinase (AMPK) signaling pathway, epithelial–mesenchymal transition (EMT), angiogenesis, apoptosis, and DNA-damage repair pathways were analyzed using IPA to characterize upstream regulators, causal networks, and canonical pathways.

#### 3.3.1. AMPK Signaling in Ovarian Cancer Cells

Metformin activates the AMPK pathway to cause phenotypic changes such as reduction in cell proliferation and sphere formation. Hence, in IPA analysis, the canonical AMPK signaling pathway was overlaid with our dataset molecules, and the MAP was turned on to predict the downstream effect of AMPK activation influenced by up and downregulated dataset molecules. The activation of AMPK signaling caused a predicted inhibition of various downstream pathways such as fatty acid biosynthesis, cholesterol biosynthesis, and glucose transport acting through dataset molecules (Figure 4). 

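Lists of genes for lipid synthesis, glycolysis and other pathways, written before the data were examined, were tested at 2 mM with camera, which asks whether a list's genes moved more than the other genes, with a preset correlation of 0.01 between genes. Of 18 pathway lists, 10 were past an adjusted p-value under 0.05. Under fry, a test without a comparison to other genes, 1 held (heat shock), and with the correlation estimated from the data none did. The fatty acid synthesis list did not pass (median log2 fold change −0.35, adjusted p = 0.0668, 3 of 12 genes higher). The cholesterol synthesis list did not either (median log2 fold change −0.12, adjusted p = 0.475, 7 of 20 higher). In the covariate fit, with the cell line as a block, both passed as lower (fatty acid median log2 fold change −0.47, adjusted p = 0.00469, cholesterol median log2 fold change −0.35, adjusted p = 0.00502). Glycolysis was not past the threshold (median log2 fold change −0.16, adjusted p = 0.281, 6 of 19 higher). Single lines decided these calls, as fatty acid (0.00162) and cholesterol synthesis (0.0089) passed without C5 and glycolysis (0.0134) without C9. From its overlay of the DEGs on the AMPK pathway, the paper describes fatty acid biosynthesis, cholesterol biosynthesis and glucose transport as predicted to be inhibited.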

The activation of AMPK signaling also caused activation of downstream pathways such as apoptosis and elongation of proteins acting through dataset molecules (Figure 4).

#### 3.3.2. Epithelial Mesenchymal Transition

Epithelial-mesenchymal transition is involved in tumorigenesis and metastasis of ovarian cancer. IPA predicted the inhibition of two transcription regulators: (i) nuclear factor-kappa B (NF-KB) and (ii) signal transducer and activator of transcription 3 (STAT3) involved in EMT (Figure 5) acting through metalloproteinases 7 (MMP7; Log2FC −5.4, FDR 0) and activation-induced cytidine deaminase (AICDA; Log2FC −4.8, FDR 0.0247), the two-top down-regulated genes in response to metformin treatment (Table 1). 

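MMP7 in C5 went from 89.2 to 0.745 CPM, and in the 3 other lines from between 2.69 and 23.3 to between 0.102 and 1.08 CPM. The mRNA of NFKB1 was 107 ± 64.3 CPM in the control group and 123 ± 50.2 at 2 mM, a difference within its spread (SD, n = 4; log2 fold change 0.23, standard error 0.498, adjusted p = 0.927), whose log2 fold change ran from −0.084 to 0.66 with single libraries or lines left out. STAT3 mRNA was 606 ± 196 and 434 ± 101 CPM (log2 fold change −0.47, standard error 0.29, adjusted p = 0.635, lower in 3 of 4 lines). Neither the list of NF-KB target genes (median log2 fold change 0.10, adjusted p = 0.503, 14 of 22 higher) nor that of STAT3 target genes (median log2 fold change 0.40, adjusted p = 0.112, 9 of 14 higher) passed camera's threshold at 2 mM. With the cell line as a block the NF-KB list passed as higher (median log2 fold change 0.29, adjusted p = 0.0125), and in the covariate fit both lists did (NF-KB median log2 fold change 0.18, adjusted p = 0.0136, STAT3 median log2 fold change 0.36, adjusted p = 0.0292). The list of mesenchymal genes of EMT was lower (median log2 fold change −0.32, adjusted p = 0.0397, 10 of 30 higher), with an adjusted p of 0.354 without C9. Without C5 the STAT3 list passed (0.0432), and without C11 the NF-KB list (8.1e-05).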

IPA analysis of canonical Wnt signaling pathway predicted the inhibition of EMT acting through downregulated molecule snail family transcriptional repressor 2 (SNAI1). This pathway also predicted the activation of mesenchymal differentiation affecting through upregulation of beta catenin and downregulation of E-cadherin, acting through transcription regulator twist family BHLH transcription factor 1 (Figure 5). 

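SNAI1 (ENSGALG00000008018, chromosome 20, 13790217 to 13793622) was 30.0 ± 16.7 CPM in the control group and 17 ± 9.4 at 2 mM (SD, n = 4). It was lower in all 4 cell lines, with a log2 fold change of −0.80 (standard error 0.631, adjusted p = 0.727 from edgeR's quasi-likelihood test), a difference smaller than the spread between lines. The symbol in the text is that of SNAI1, while the full name there and the caption of Figure 5, which adds SLUG, are those of SNAI2. SNAI2 was not analysed here, and the values of SNAI1 do not test a fall of SNAI2.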

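Beta catenin (CTNNB1, ENSGALG00000037203, chromosome 2, 43386278 to 43407735) was 588 ± 156 CPM in the control group and 643 ± 105 at 2 mM (SD, n = 4), higher in 2 of 4 lines (log2 fold change 0.15, standard error 0.245, adjusted p = 0.893). E-cadherin (CDH1, ENSGALG00000000608, chromosome 11, 18870452 to 18879210) was 3.03 ± 3.03 and 2.36 ± 2.37 CPM, lower in 3 of 4 lines (log2 fold change −0.36, standard error 0.94, adjusted p = 0.941). C11 carried the E-cadherin means, which are 1.66 and 1.21 CPM without it, and in the covariate fit its log2 fold change was 0.11. TWIST1 (ENSGALG00000041640) was 31.3 ± 4.61 and 31.3 ± 4.5 CPM (log2 fold change 0.016, standard error 0.201, adjusted p = 0.99), and DESeq2 gave a log2 fold change of −0.011. None of the 3 differences was past the spread between cell lines, and each changed sign when single libraries or lines were left out.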

The mechanistic network NFKB is predicted to be inhibited through 59 dataset genes downstream of regulators and 10 transcription regulators and detailed associations between dataset molecules and top transcription regulators are provided in Supplementary Figure S1 and Table S3.

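Of the 59 genes of this network in Supplementary Table S3, 53 were matched to the count table by symbol, and edgeR tested 48 of them at 2 mM, of which 31 were higher and 17 lower, with a median log2 fold change of 1.67. An unadjusted p-value under 0.05 was reached by 47, and 0 passed after adjustment over all genes tested. Adjusted over the list alone, 47 had an adjusted p-value under 0.05, which is not independent evidence, since the list was chosen on these samples. With the cell line as a block and the length slope, edgeR called 27. In all 4 lines, 33 genes rose and 17 fell.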

#### 3.3.3. Angiogenesis

Vascular endothelial growth factors (VEGF) A, B, and C are considered important molecules in tumor angiogenesis. 

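VEGFA mRNA (ENSGALG00000010290, GRCg6a chromosome 3, 30775054 to 30796571) was 217 ± 71.8 CPM in the control group and 208 ± 84 at 2 mM (SD, n = 4), higher in 2 of 4 lines and lower in 2 (log2 fold change −0.037, standard error 0.35, adjusted p = 0.986). Left-out libraries or lines moved its log2 fold change from −0.26 to 0.15. Of the 13 VEGF target genes in Figure 6, 12 were found in the count table, and 10 rose and 2 fell in all 4 lines. edgeR tested 9, with 8 higher and 1 lower, and called 0. Adjusted over the list alone, 9 passed, on a list chosen from these samples. In the covariate fit, with the cell line as a block, 4 were called.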

IPA predicted that VEGF, an evolutionarily conserved molecule, is activated with a significant z-score (z-score 2.228, overlap *p*-value 6.45 $\times \;10^{-3}$), and ten of the thirteen genes have a measurement and direction consistent with activation of VEGF (Figure 6 and Supplementary Table S4). 

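IHH (ENSGALG00000011347, chromosome 7, 22301636 to 22309634) had 0 or 1 counts in the control libraries and 5 to 20 at 2 mM, so its level at 2 mM, 0.336 ± 0.213 CPM (SD, n = 4), was at least 4.14-fold higher. ANGPT2, a ligand of the TIE2 receptor (ENSGALG00000036189, chromosome 3, 88592498 to 88638346), rose from 2.88 ± 1.84 to 45.1 ± 39.9 CPM (log2 fold change 3.99, standard error 0.902, adjusted p = 0.285). Its 2 mM mean is 27.4 CPM without C5. FLT4, a VEGF receptor (ENSGALG00000005802, chromosome 13, 14053033 to 14099309), rose from 1.39 ± 0.866 to 9.26 ± 4.36 CPM (log2 fold change 2.76, standard error 0.678, adjusted p = 0.285). Each of the 3 genes was higher in all 4 lines. Blocked by cell line, the covariate fit called ANGPT2 (adjusted p = 0.0377) and FLT4 (0.0384), and DESeq2 without the block called ANGPT2 (0.000178), FLT4 (0.00276) and IHH (0.0254).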

The genes activating VEGF are Indian hedgehog (IHH; Log2FC 4.5, FDR 0.0254), angiopoietin 2 (ANGPT2; Log2FC 3.9, FDR 0.0002), Fms related receptor tyrosine kinase 4 (FLT4; Log2FC 2.7, FDR 0.0028). The molecules listed above are also the top upregulated genes in response to metformin treatment (Table 2 and Table S4). The top mechanistic network that is predicted to be activated is the VEGFA mechanistic network (Figure 6). This mechanistic network analysis predicts that VEGFA can indirectly inhibit Forkhead proteins such as FOXO1 and FOXO3 (Figure 6). 

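FOXO1 (ENSGALG00000017034, chromosome 1, 171900251 to 171963536) was 20.5 ± 10.2 CPM in the control group and 21.9 ± 5.37 at 2 mM (SD, n = 4). It was higher in 3 of 4 lines, with a log2 fold change of 0.13 (standard error 0.376, adjusted p = 0.947 from edgeR's quasi-likelihood test) that reached from −0.14 to 0.47 with single libraries or lines left out. FOXO3 was not analysed here.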

The genes involved in the VEGFA mechanistic network are provided in Supplementary Table S4.

#### 3.3.4. Regulation of Apoptosis, DNA Damage Repair, and Cell-Cycle Progression

The TP53 gene is one of the primary molecules involved in apoptosis and DNA-damage-repair pathways in cells. Greater than 50% of all ovarian cancer is associated with mutations in the TP53 gene [25]. IPA predicted the inhibition of TP53 (z-score −2.018, overlap *p* = 1.53 $\times \;10^{-2}$), and 16 of 27 genes have measurement and direction consistent with inhibition of TP53 (Figure 7, Supplementary Table S5). Another transcription factor, E2F transcription factor 1 (E2F1), which plays a role in TP53-mediated apoptosis cell cycle progression, and cell proliferation, is predicted to be activated (z-score 1.720, overlap *p* = 3.92 $\times \;10^{-2}$), and six of the eight genes have measurement and direction consistent with activation of E2F1 (Figure 7). 

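E2F1 mRNA (ENSGALG00000003045, chromosome 20, 2177137 to 2180913) was 23.7 ± 8.42 CPM in the control group and 39.6 ± 11.4 at 2 mM (SD, n = 4), higher in all 4 lines. edgeR's log2 fold change was 0.75 (standard error 0.342, adjusted p = 0.486), and the covariate fit, with the cell line as a block, gave 0.90 (adjusted p = 0.0378). Figure 7 lists 9 target genes of E2F1, of which 8 were found. At 2 mM 7 were higher and 1 lower, 7 of them higher in all 4 lines, and edgeR called 0 (7 adjusted over the list alone, chosen on these samples). The covariate fit called 4. The lists of cell cycle genes written before the data were examined were higher, that of the G1 and S phases with 28 of 31 genes (median log2 fold change 0.59, adjusted p = 1.9e-06) and that of the G2 and M phases with 31 of 31 (median log2 fold change 1.06, adjusted p = 2.4e-09), both from camera. Averaged per library, each list rose in 4 of 4 lines. An exact permutation test over the 8 libraries, two-sided, gave p = 0.0857 for G1 and S and p = 0.143 for G2 and M. Camera's p-values are therefore weak evidence here.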

A detailed association between upregulated molecules in the dataset and E2F1 is provided in Supplementary Table S6.

#### 3.3.5. Causal Network Analysis to Identify Master Regulators Associated with Ovarian Cancer

We performed causal network analysis in IPA to identify associations among dataset molecules, transcription regulators, and disease processes. 

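Among regulators of the paper's causal network for ovarian cancer, THRB (ENSGALG00000011294) was 13.3 ± 5.86 CPM in the control group and 22 ± 9.27 at 2 mM (SD, n = 4; log2 fold change 0.75, standard error 0.455, adjusted p = 0.622). NPY (ENSGALG00000010983) was 5.18 ± 7.03 and 9.72 ± 6.44 CPM (log2 fold change 0.91, standard error 0.943, adjusted p = 0.814), with a control mean of 1.69 without C7. POU4F2 (ENSGALG00000037094) had at most 1 count in a control library and 1 to 6 at 2 mM, at least 1.16-fold higher in mean. The paper's text has the symbol POUF2 and the full name POU class 2 homeobox 1, and neither is that of POU4F2.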

Our analysis identified Achaete-Scute family BHLH transcription factor 1 (ASCL1; z-score −2.121, overlap *p* = 6.27 $\times \;10^{-4}$) as the master regulator predicted to be inhibited and thereby causing inhibition of ovarian cancer by six different paths involving transcription regulators such as thyroid hormone receptor beta (THRB), forkhead box protein M1 (FOXM1), POU class 2 homeobox 1 (POUF2), and neuropeptide Y (NYP) in each of the different pathway (Figure 8 and Supplementary Table S7). 

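DCX (ENSGALG00000007993, chromosome 4, 13231208 to 13304309), a microtubule-associated protein gene, fell from 4.11 ± 0.546 CPM in the control group to 1.16 ± 0.639 at 2 mM (SD, n = 4), in all 4 lines (log2 fold change −1.81, standard error 0.434, adjusted p = 0.285). DCX was called by DESeq2 (adjusted p = 0.00319). SEMA6B (ENSGALG00000001171, chromosome 28, 2648568 to 2668955) fell from 3.68 ± 1.61 to 0.436 ± 0.321 CPM, in all 4 lines (log2 fold change −3.06, standard error 0.94, adjusted p = 0.331). HEY2, a Notch target gene (ENSGALG00000034716, chromosome 3, 59938390 to 59947701), rose from 9.2 ± 4.04 to 24.5 ± 6.25 CPM (log2 fold change 1.44, standard error 0.409, adjusted p = 0.32), and KCNIP2 (ENSGALG00000007666) from 0.144 ± 0.101 to 1.31 ± 0.844 CPM (log2 fold change 3.18, standard error 0.866, adjusted p = 0.31), both in all 4 lines. DESeq2 also called SEMA6B (adjusted p = 0.0107), HEY2 (0.0489) and KCNIP2 (0.00473). Of these 4, the covariate fit, with the cell line as a block, called SEMA6B (0.0387), HEY2 (0.0433) and KCNIP2 (0.0491), not DCX (0.0529).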

The down-regulated genes doublecortin (DCX; Log2FC −1.8, FDR 0.0032), and semaphorin 6B (SEMA6B) (Log2FC -3.1, FDR 0.0107), and upregulated gene hairy and enhancer of split (HES) and HES related with YRPW motif protein 2 (HEY2; log2FC 1.4, FDR 0.0489) are responsible for upstream inhibition of ASCL1 and, in turn, ovarian cancer (Figure 8 and Supplementary Table S7). ASCL1 is predicted to inhibit another master regulator, yes-associated protein 1 (YAP1), a transcription regulator known to be involved in malignant ovarian carcinoma. YAP activation is through three upregulated dataset molecules: FOS, thymidine kinase 1 (TK1), and cellular communication network factor 1 (CCN1).

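At 2 mM, FOS (GRCg6a chromosome 5, 38430793 to 38433702) was 60.1 ± 20.2 CPM (SD, n = 4; log2 fold change 1.40, standard error 0.283, adjusted p = 0.264 against the control group). TK1 (ENSGALG00000007191, chromosome 18, 9860348 to 9863127) rose from 60.8 ± 12.2 to 148 ± 37.5 CPM (log2 fold change 1.31, standard error 0.247, adjusted p = 0.263). CCN1, listed under its older symbol CYR61 (ENSGALG00000008661, chromosome 8, 16587842 to 16590293), rose from 147 ± 65.2 to 499 ± 158 CPM (log2 fold change 1.78, standard error 0.377, adjusted p = 0.285). All 3 were higher in all 4 lines. In the covariate fit, with the cell line as a block, adjusted p-values were 0.0357 for FOS, 0.035 for TK1 and 0.0305 for CYR61, and DESeq2 without the block also called all 3. YAP1 mRNA (ENSGALG00000038154) was 50.0 ± 44.3 and 37.2 ± 23.4 CPM (log2 fold change −0.39, standard error 0.649, adjusted p = 0.899). Its control mean without C9 was 28.2, and its log2 fold change ran from −0.75 to 0.42 with single libraries or lines left out. The list of YAP target genes written before the data were examined was higher (median log2 fold change 0.45, adjusted p = 0.00614 from camera, 16 of 19 genes higher). Averaged per library it rose in 4 of 4 lines, with p = 0.171 from an exact permutation test (two-sided).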

#### 3.3.6. Identification of Gene Networks Associated with Diseases and Cell Function

We identified the top diseases and cell functions activated or inhibited using IPA (Supplementary Table S8). The disease or function involving the greatest number of molecules (124) is ‘tumorigenesis of epithelial neoplasm’ is inhibited (z-score −1.691, *p* = 0.0000797). The disease or function predicted to be activated with the greatest number of molecules (57) is cell movement (z-score 1.994, *p*-value, 0.000025). The top five gene networks based on the expression pattern of DEGs related to cellular and biological processes are provided in Supplementary Table S8.

#### 3.3.7. Identification of Biomarkers Using Bioprofiler in IPA

We performed a Bioprofiler comparison analysis between ovarian cancer signaling pathway and upstream regulators predicted to be activated through dataset molecules, in IPA. 

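APOA1, an apolipoprotein of high-density lipoprotein (ENSGALG00000007114, GRCg6a chromosome 24, 5140181 to 5141930), was 11765 ± 11830 CPM in the control group and 565 ± 828 at 2 mM (SD, n = 4), lower in all 4 lines. C7 held the highest level at 2 mM, 1801 CPM, and the 2 mM mean without it is 153. The control mean without C7 is 7665. edgeR's log2 fold change was −4.38 (standard error 1.42, adjusted p = 0.362), and with single libraries or lines left out the fold change ran from −6.27 to −3.63. With the cell line as a block, the covariate fit gave −3.57 (adjusted p = 0.035) and DESeq2 −4.17, which was not called. DESeq2 without the block gave −4.38 (adjusted p = 0.00671). In the control libraries APOA1 held from 0.15% to 2.00% of all counts. ANGPT2 with single libraries or lines left out ran from 3.28 to 4.58 and FOS from 1.19 to 1.64.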

We identified ANGPT2 (logFC 3.9, FDR 2.00 $\times \;10^{-4}$), APOA1(logFC −4.4, FDR 0.0067), FOS (logFC 1.4, FDR 0.0059) and VEGFA (z-score 2.228, overlap *p*-value 6.45 $\times \;10^{-3}$) as the molecules of interest that have biomarker applications in various cancers. Both VEGFA and ANGPT2 have been used as biomarkers for measuring the efficacy of various drugs used in cancer treatment. APOA1 mRNA expression has been used as a biomarker for diagnosis and longer survival rates of ovarian cancer [26].

## 4. Discussion

We report here, for the first time, the changes in the transcriptomic profile of primary ovarian cancer cells in response to metformin treatment. COVCAR cells are obtained from the ascites of laying hens that naturally developed epithelial ovarian adenocarcinoma. We found that metformin treatment of COVCAR cells induced a significant up-regulation of genes involved in apoptosis, such as tumor necrosis factor receptor super-family member 18 (TNFRSF18), ubiquitin associated and SH3 domain containing A (UBASH3A) and dexamethasone-induced Ras-related protein 1 (RASD1) acting through (ERK) gene network.

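TNFRSF18 (ENSGALG00000001882, GRCg6a chromosome 21, 2563494 to 2569802) rose from 0.613 ± 0.205 CPM in the control group to 6.1 ± 2.95 at 2 mM (SD, n = 4; log2 fold change 3.33, standard error 0.496, adjusted p = 0.177). RASD1 (ENSGALG00000004860, chromosome 14, 5183631 to 5185545) rose from 5.7 ± 3.3 to 24.7 ± 6.79 CPM (log2 fold change 2.13, standard error 0.434, adjusted p = 0.264). UBASH3A (ENSGALG00000016173, chromosome 1, 110728999 to 110753448) had 3 to 8 counts in the control libraries and 12 to 36 at 2 mM, and rose from 0.14 ± 0.0553 to 0.653 ± 0.332 CPM (log2 fold change 2.22, standard error 0.579, adjusted p = 0.305). Each was higher in all 4 lines. DESeq2 called TNFRSF18 (adjusted p = 4.9e-09), RASD1 (0.00126) and UBASH3A (0.0368). The covariate fit, with the cell line as a block, called TNFRSF18 (0.038) and RASD1 (0.0357), not UBASH3A (0.103).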

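With camera and its preset correlation, 9 of the 18 pathway lists had an adjusted p-value under 0.05 at 0.5 mM and 12 at 1 mM. In the covariate fit, with the cell line as a block, 4 did at 0.5 mM and 12 at 1 mM. At 0.5 mM camera had the list of the integrated stress response (median log2 fold change −0.59, adjusted p = 1.5e-07) and that of oxidative phosphorylation genes of the nucleus (median log2 fold change −0.23, adjusted p = 6.2e-07) as lower, and the list of the G2 and M phases as higher (median log2 fold change 0.79, adjusted p = 3.0e-09). The covariate fit changed these to median log2 fold change −0.11, adjusted p = 0.00165 for the stress response, median log2 fold change 0.069, adjusted p = 0.0577 for oxidative phosphorylation, with 47 of 63 genes higher, and median log2 fold change 0.37, adjusted p = 1.2e-07 for the G2 and M phases. In that fit the list with the smallest p-value at 0.5 mM was cholesterol synthesis, which was higher (median log2 fold change 0.54, adjusted p = 1.7e-08, 20 of 20 genes higher). Without the block and the slope it was not past the threshold there (median log2 fold change −0.34, adjusted p = 0.591, 6 of 20 higher). Per library the oxidative phosphorylation list was lower in 2 of 4 lines (exact permutation test, p = 0.457). The fold changes at 0.5 mM went with exonic length, with a rank correlation of 0.262 across 13318 genes, which are not independent replicates. At 1 mM, 20 of 20 genes of cholesterol synthesis were lower (median log2 fold change −1.11, adjusted p = 7.2e-14), as were 10 of 12 of fatty acid synthesis (median log2 fold change −0.77, adjusted p = 1.7e-09), and 20 of 25 immediate early genes were higher (median log2 fold change 0.99, adjusted p = 8.4e-12). Averaged per library, the fatty acid list differed by −0.78 on the log2 scale between 0 and 1 mM and was lower in 4 of 4 lines (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow, and 0.257 after Benjamini-Hochberg adjustment over the 18 lists). At this number of libraries a list alone at the smallest p cannot pass that adjustment. The list of STAT3 target genes was at the same p at 1 mM, higher by 0.37 in 4 of 4 lines (exact permutation test, p = 0.0286, adjusted 0.257). Camera had the STAT3 list as higher there too (median log2 fold change 0.33, adjusted p = 0.00354, 9 of 14 genes higher). The cholesterol list differed by −0.89, lower in 3 of 4 lines (exact permutation test, p = 0.143, adjusted 0.321).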

Our analysis shows that at 0.5 mM and 1mM metformin treatment shows a significant biological effect that is not reflected at the genome level. Whereas metformin treatment at 2mM shows a significant effect at both biological and genome level. This discrepancy can be due the non-genomic effects of metformin. The difference between phenotypic effect and gene expression can also be explained by data analysis used in transcriptome studies. 

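Without adjustment, DESeq2 gave a p-value under 0.05 to 366 genes at 0.5 mM, 1016 at 1 mM over all 8 libraries and 1986 at 2 mM. In the authors' deposited tables the number at 1 mM, without C7 at that dose, is 502. The smallest adjusted p was 0.955 with edgeR and 0.995 with DESeq2 at 0.5 mM.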

RNASeq data analysis using DESeq2 considers false discovery rate (FDR) for significance in order to remove false positive genes and as a result some of the significant genes at *p* < 0.05 might be eliminated when FDR is set at <0.05.

Our pathway analysis using IPA revealed that metformin treatment affects both AMPK-dependent and AMPK-independent pathways. Our findings are consistent with a previous report that metformin treatment of several ovarian cancer cell lines activates both AMPK-dependent and AMPK-independent pathways [14]. IPA prediction analysis showed several AMPK-dependent inhibitions of pathways that are involved in lipid homeostasis. Some of them include downregulation of acetyl-CoA carboxylase (ACC) and glycerol 3-phosphate acyltransferase (GPAT) that could potentially lead to a decrease in fatty acid and triglyceride synthesis. 

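At 2 mM, ACACA, the gene of acetyl-CoA carboxylase (ENSGALG00000005439, chromosome 19, 8593460 to 8693146), was 193 ± 72.5 CPM against 226 ± 73.2 in the control group (SD, n = 4), lower in 3 of 4 lines (log2 fold change −0.21, standard error 0.324, adjusted p = 0.886). GPAM, the mitochondrial glycerol-3-phosphate acyltransferase (ENSGALG00000008795, chromosome 6, 27574464 to 27600048), was 3.05 ± 2.02 against 2.05 ± 2.69 CPM, higher in 3 of 4 lines (log2 fold change 0.61, standard error 0.904, adjusted p = 0.881). Its control mean is 0.708 CPM without C9, and left-out libraries or lines moved its log2 fold change from −0.22 to 2.11. Neither difference was past the spread between cell lines.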

Our IPA prediction analysis showed inhibition of lipolysis via hormone-sensitive lipase (HSL), steroid biosynthesis via 3-hydroxy 3-methylglutaryl-CoA reductase (HMGCR), and gluconeogenesis via phosphoenolpyruvate carboxykinase (PECK). 

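PCK1 (ENSGALG00000007636) had 0 counts in each control library and at most 2 at 2 mM, so a change was not detectable at this depth. Hormone-sensitive lipase (LIPE) and PCK2 were not analysed here.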

We found that metformin treatment is likely to affect glucose transport via the AMPK-dependent pathway in COVCAR cells by inhibiting glucose transporter type 4 (GLUT4). In contrast, GLUT1 and GLUT4 are predicted to be upregulated as a compensatory mechanism through activation of the insulin receptor signaling pathway.

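GLUT1 (SLC2A1, ENSGALG00000004889, chromosome 21, 6460791 to 6475374) was 231 ± 58.4 CPM in the control group and 229.6 ± 49.8 at 2 mM (SD, n = 4), higher in 2 of 4 lines (log2 fold change 0.0069, standard error 0.254, adjusted p = 0.996). DESeq2 gave a log2 fold change of −0.024. GLUT4 (SLC2A4) was not analysed here.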

We found another AMPK-dependent pathway-related activation of apoptosis via downregulation of FOXO protein. This activation is likely due to the upregulation of the Sirtuin family of NAD+-dependent deacetylases (SIRT1) as found in our analysis. 

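SIRT1 (ENSGALG00000002761, chromosome 6, 7315727 to 7337324) was 33.7 ± 14.6 CPM in the control group and 37.2 ± 6.96 at 2 mM (SD, n = 4), higher in 2 of 4 lines. Its log2 fold change of 0.17 (standard error 0.32, adjusted p = 0.919 from edgeR's quasi-likelihood test) was within the spread and ran from −0.028 to 0.44 with single libraries or lines left out. SIRT2 (ENSGALG00000029761) was 88.9 ± 30.5 and 56.6 ± 20.3 CPM, lower in all 4 lines (log2 fold change −0.64, standard error 0.343, adjusted p = 0.565).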

SIRT1 has been found to rescue cells from oxidative-stress-induced apoptosis by promoting ubiquitination and degradation of FOXO [27,28] but in cancer cells these pathways could be dysregulated [29], resulting in activated apoptosis. Although our analysis did not predict activation of a pathway between SIRT1 and FOXO, both SIRT1 and SIRTI2 deacetylates FOXO and regulates cell processes involved in cell proliferation, oxidative stress, and apoptosis [27,30].

Our pathway analysis reveals multiple AMPK-independent pathways via activation or inhibition of upstream regulators and gene networks in response to metformin treatment in COVCAR cells. One such AMPK-independent pathway is the down-regulation of extracellular-signal-regulated kinase (ERK) (Supplementary Figure S1) signaling pathway, an observation consistent with previous report that suggests metformin treatment of HO-8910 human ovarian cancer cell lines inactivate ERK1/2 and thereby reduce cell viability and induce apoptosis in a concentration-dependent manner [31].

We found that metformin treatment of COVCAR cells induced a significant up-regulation of molecules such as tumor necrosis factor receptor super-family member 18 (TNFRSF18), ubiquitin associated and SH3 domain containing A (UBASH3A) and dexamethasone-induced Ras-related protein 1 (RASD1) involved in the (ERK) gene network [Supplemental Figure S2]. RASD1 is involved in the apoptosis of prostate cancer cells treated with an anti-cancer drug, formononetin [32] and in breast cancer cells treated with calycosin [33]. Another upregulated molecule in our dataset TNFRSF18 is activated upon T cell activation and induces apoptosis by binding to the pro-apoptotic molecule CD27BP55 [34]. An upregulated gene transcript in the ERK pathway, UBASH3A is a negative regulator of T-cell activation and function [35] and can induce caspase-dependent apoptosis [36]. This is the first report to document significant upregulation of critical apoptosis-inducing molecules such as RASD1, TNFRSF18, and USBASHA in response to metformin treatment. Based on the foregoing, we hypothesize that metformin is likely to induce apoptosis in COVCAR cells leading to decreased sphere formation. Such molecules could, therefore, be targeted for inducing apoptosis in ovarian cancer cells.

We found that metformin treatment of COVCAR cells resulted in a predicted inhibition of epithelial to mesenchymal transformation (EMT). EMT is a tightly regulated process in which epithelial cells lose their normal interaction with the basement membrane and undergo multiple cellular changes to convert into mesenchymal phenotype [37,38]. Our pathway analysis revealed predicted inhibition of NFKB and STAT3, the two transcription factors involved in EMT via downregulation of molecules such as MMP7 and AICDA. Single-cell EMT-related transcriptomic analysis of cells derived from ascites of women with epithelial ovarian cancer revealed a heterogeneous cluster of genes involved in promoting EMT [39] indicating that inhibition of EMT is a essential step in reducing tumorogenesis.

Metformin treatment of SKOV3 and primary breast cancer cells has been shown to inhibit EMT. In addition, metformin treatment of SKOV3 cells significantly reduced interleukin 6 (IL-6), an EMT-inducing factor, by affecting NFKB and STAT3 signaling pathway [40]. Furthermore, metformin treatment of two primary breast cancer cells MBCDF and MBCD17 downregulated mesenchymal signature genes vimentin and SNAIL and inactivated NFKB and STAT3 signaling pathways in response to IL-6 [41]. In the same study, NFKB inactivation was independent of AMPK signaling, whereas the inactivation of STAT3 depended on the activation of the AMPK signaling pathway. Based on the foregoing, metformin treatment of COVCAR cells is likely to inhibit EMT through both AMPK-dependent and AMPK-independent pathways.

Our IPA data analysis indicates that metformin treatment of COVCAR cells could potentially lead to upregulation of transcriptomic pathways involved in angiogenesis likely due to the activation of AMPK. The predicted activation of VEGFA is probably the result of significant up-regulation of genes involved in angiogenesis such as ANGPT2, FLT4, apelin receptor (APLNR), nuclear receptor subfamily 4 (NR4A2). 

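NR4A2, an orphan nuclear receptor (ENSGALG00000012538, chromosome 7, 36032926 to 36038300), rose at 2 mM from 1.27 ± 0.632 to 7.33 ± 5.83 CPM (SD, n = 4), in all 4 lines (log2 fold change 2.54, standard error 0.64, adjusted p = 0.286). Its 2 mM mean is 4.51 CPM without C11. DESeq2 called it (adjusted p = 0.00594), as did the covariate fit with the cell line as a block (0.0472).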

The activated angiogenesis pathway in our analysis using IPA is consistent with previous studies using breast cancer cell lines and melanoma cells treated with metformin. A greater VEGF expression at mRNA and protein levels was observed in the estrogen receptor alpha -negative MDA-MB-435 breast cancer cell line treated with metformin in an AMPK-dependent manner [42]. Metformin treatment of BRAF-mutant melanoma cells was found to upregulate VEGF expression in an AMPK- dependent manner [43]. On the contrary, metformin treatment of human ovarian cancer cell line HO-8910 significantly decreased VEGF and VEGFR2 at mRNA and protein levels in a concentration-dependent manner [31].

While VEGF and VEGFR play an essential role in ovarian cancer progression, recent studies have shown that promoters of angiogenesis such as angiopoietins, apelin receptors, and its ligand apelin, NR4A2, also play an equally important role. The upregulation of ANGPT found in our RNASeq analysis is consistent with studies using mouse models wherein an increased expression of angiopoietins (ANGPT1, ANGPT2, and ANGPT4 and TIE2 (angiopoietin receptor) have been shown to promote ovarian cancer progression [44]. ANGPT2, secreted by activated endothelial cells, facilitates VEGF-dependent angiogenesis by inducing vascular destabilization leading to leaky vasculature. The molecular mechanism involving VEGF-ANG- TIE2 pathway is an essential regulator of tumor angiogenesis [45].

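APLNR (ENSGALG00000004841, GRCg6a chromosome 5, 17305316 to 17306496), the receptor of apelin, had 0 to 14 counts in the control libraries and 36 to 165 at 2 mM. It rose from 0.206 ± 0.145 to 2.13 ± 1.43 CPM (SD, n = 4), in all 4 lines (log2 fold change 3.37, standard error 0.891, adjusted p = 0.307). DESeq2 called it (log2 fold change 3.36, adjusted p = 0.00177), and the covariate fit, with the cell line as a block, did not (0.0658).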

Our RNASeq data analysis revealed a significant upregulation of APLNR (log FC 3.4, FDR 0.0018). APLNR and its ligand apelin are involved in promoting tumor angiogenesis via multiple autocrine and paracrine mechanisms [45,46,47]. In support of our findings, several ovarian cancer cell lines such as OVCAR-3, -4, -5 and SKOV3 and high grade serous ovarian carcinoma (HGSOC) tissue were found to have greater expression of mRNA and protein of APLNR and its ligand apelin as compared to normal ovarian surface epithelium [48]. In addition, a meta-analysis of 16 ovarian cancer cell lines and ovarian tumors suggested a significantly elevated APLNR expression that is correlated with poor prognosis in patients with serous ovarian cancer [48].

Our IPA data analysis revealed a mechanistic network that links VEGF activation to inhibition of forkhead transcription factors (FOXO). Two of the FOXO family members are involved in angiogenesis and neovascularization via activation of angiopoietins and FLT4 [49]. FOXO3 is also known to repress VEGF signaling via miRNAs [50]. Overall, pathways involved in angiogenesis were found to be activated in response to 2 mM metformin treatment.

Our analysis indicated that metformin treatment of COVCAR cells resulted in IPA-predicted inhibition of TP53 and activation of E2F1, which are involved in cell-cycle progression, DNA-damage repair, and apoptosis. Our analysis of IPA-predicted inhibition of TP53 is consistent with the studies on hepatocellular carcinoma cells (HCC) that showed metformin downregulated TP53 via through AMPK-SIRT1 pathway in the presence of high glucose [50]. On the contrary, metformin can activate TP53 by phosphorylating AMPK, and in turn cause cell cycle arrest and apoptosis in cancer cells [51,52]. Although available evidence points to the activation of TP53 via AMPK in cancer cells, it should be noted that most cancers have lost or mutated TP53 [53] which can lead to dysregulation in the TP53 signaling pathway.

Our pathway analysis suggests that the predicted activation of E2F1 is through upregulation of ANGPT2, cell cycle division 6 (CDC6), and fibroblast growth factor receptor 2 (FGFR2) that are involved in cell proliferation [54], cell cycle division and DNA replication [55]. 

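CDC6 (ENSGALG00000051645, chromosome 27, 7211269 to 7215028) rose from 1.95 ± 0.539 CPM in the control group to 4.86 ± 1.03 at 2 mM (SD, n = 4; log2 fold change 1.33, standard error 0.351, adjusted p = 0.307), in all 4 lines. FGFR2 (ENSGALG00000009495, chromosome 6, 31834704 to 31906976) was 11.7 ± 7.01 and 11.5 ± 7.21 CPM, with no difference past its spread (log2 fold change 0.0025, standard error 0.579, adjusted p = 0.999), and DESeq2 gave −0.035. Figure 7 and Supplementary Table S6 name FGFR3 among the genes linked to E2F1. FGFR3 (ENSGALG00000015708) rose from 0.447 ± 0.205 to 3.04 ± 3.12 CPM, in all 4 lines (log2 fold change 2.78, standard error 0.772, adjusted p = 0.312), with a 2 mM mean of 1.5 without C9. DESeq2 called CDC6 (adjusted p = 0.0139) and FGFR3 (0.0122). Blocked by cell line, the covariate fit called neither CDC6 (0.0511) nor FGFR3 (0.0966).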

E2F1 was found to induce pro-proliferation genes or pro-apoptosis genes in response to high and low levels, respectively, thereby either stimulating cancer growth or improving the overall prognosis of ovarian cancer [56]. The apoptosis-inducing effect of E2F1 could be mediated via TP53-dependent manner [57] or TP53-independent manner [55], by activating pro-apoptotic genes [58].

The IPA software was used to perform causal network analysis (CNA) for identifying novel master-regulators by creating pathways of literature-based relationships. We performed CNA using our RNASeq dataset to identify master regulators that are associated with ovarian cancer. Our analysis suggests/predicts that metformin treatment is associated with ‘inhibition of ovarian cancer’ through the master regulator, ASCL1. This master regulator is predicted to inhibit ovarian cancer by acting through 6 pathways. One of the pathways involved is through inhibition of FOXM1 and GSK3. 

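FOXM1 (ENSGALG00000013420, chromosome 1, 75332032 to 75341754) was 1.97 ± 1.88 CPM in the control group and 3.46 ± 2.77 at 2 mM (SD, n = 4), higher in 3 of 4 lines (log2 fold change 0.83, standard error 0.804, adjusted p = 0.797). C5 carried the control mean, which is 1.04 without it.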

Integrated genomics analysis indicates that FOXM1 transcription factor network is significantly altered in 87% of cases of ovarian cancer [25]. Interestingly, TP53 represses FOXM1 following DNA damage [58] suggesting that the high rate of TP53 mutation in high-grade serous ovarian cancer contributes to FOXM1 over-expression. The master regulator, ASCL1, inhibits the activation of YAP1, a transcription factor, that is over-expressed at both mRNA and protein levels in ovarian cancer. YAP1 promotes EMT, cancer growth, and tumorigenesis [59]. YAP expression levels are positively correlated with TEAD4 (the c-terminal region of transcriptional enhancer factor TEF-1) levels [60] and their co-expression is a prognostic marker for poor ovarian cancer survival [59]. Overall, the master regulator, ASCL1, is involved in various pathways that can lead to the predicted inhibition of ovarian cancer.

## 5. Conclusions

In summary, we provide novel evidence that metformin treatment leads to significant changes in the phenotype and the transcriptome of ovarian cancer cells obtained from the leghorn chicken model of ovarian cancer. We report for the first time the use of spheres from COVCAR cells for transcriptomic analysis. The advanced pathway analysis performed using IPA revealed several novel target genes in addition to predicting gene network pathways and transcription regulators that are likely to be influenced by the metformin treatment of ovarian cancer cells. The gene signatures obtained from the RNA-seq analysis of COVCAR cells are consistent with an integrated genomic analysis of human ovarian cancer. The leghorn chicken model of ovarian cancer, therefore, is an appropriate animal model both at the organismal and genomic level to study ovarian cancer. Future investigations using our transcriptomic data would lead to understanding molecular mechanisms of metformin action, to identify biomarkers and drug targets for ovarian cancer therapy or prevention.

## Figures and Tables

**Figure 1:**
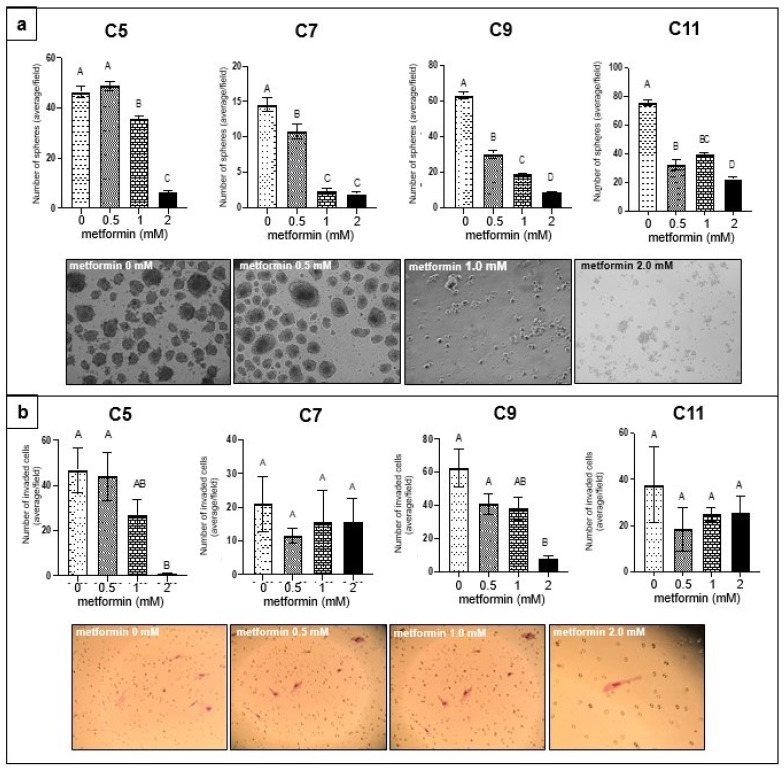
Effect of metformin on ovarian cancer cells (**a**) Sphere formation assay: COVCAR cell lines (C5, C7, C9, C11) were treated with 0, 0.5, 1, or 2 mM metformin for 24 h in ultra-low attachment culture wells. The average number of spheres from 6 wells was calculated for each metformin concentration tested. The experiments were performed in triplicates. [A–B, *p* < 0.05; A–C, *p* < 0.01; A–D, *p* < 0.001; B–C, *p* < 0.05; C–D, *p* < 0.05]. (**b**) Matrigel invasion assay: COVCAR cells were treated with 0, 0.5, 1, 2 mM metformin for 30 min and were then allowed to invade through Matrigel for 24 h. The total number of invaded cell at the bottom of well were counted. Experiments were performed in triplicate. (A–B) *p* < 0.05. Inset: photomicrographs of spheres and cells invaded through Matrigel.

**Figure 2:**
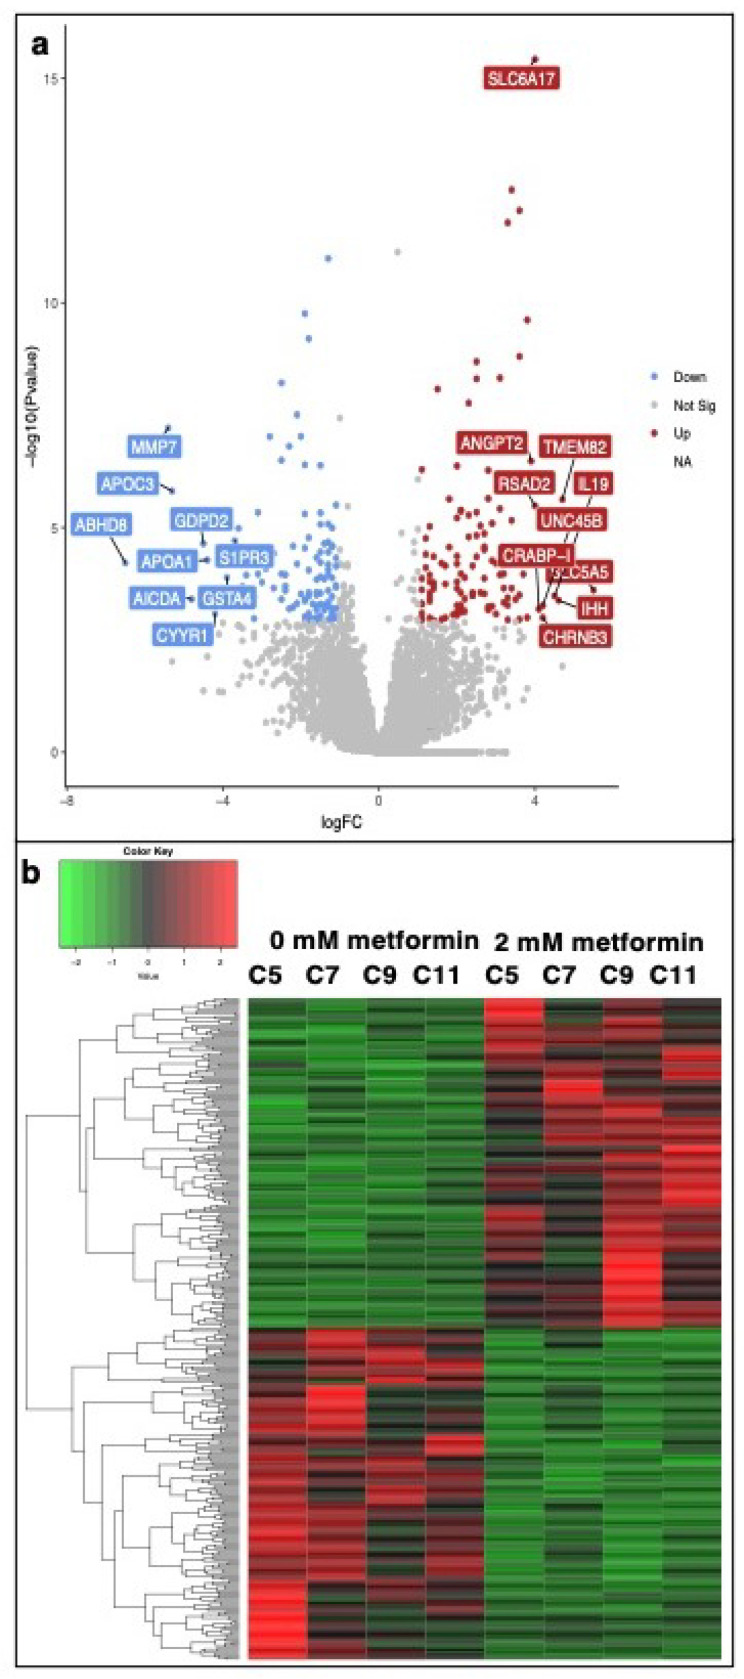
RNASeq analysis of mRNA extracted from metformin-treated COVCAR cells. COVCAR cell lines (C5, C7, C9, C11) were treated with 0, 0.5, 1, or 2 mM metformin for 24 h in ultra-low attachment culture wells. Total RNA was extracted and subjected to RNA sequencing Illumina sequencing. Statistical analysis was performed using DESeq2 in R v.4.1.0. to identify the differentially expressed genes (DEGs). (**a**) Volcano plot to indicate the differentially expressed genes (DEGs). Colored for |log2FC| > 1 and FDR < 0.05. (**b**) Heatmap of hierarchically clustered 365 DEGs between 0- and 2-mM metformin-treated COVCAR cells.

**Figure 3:**
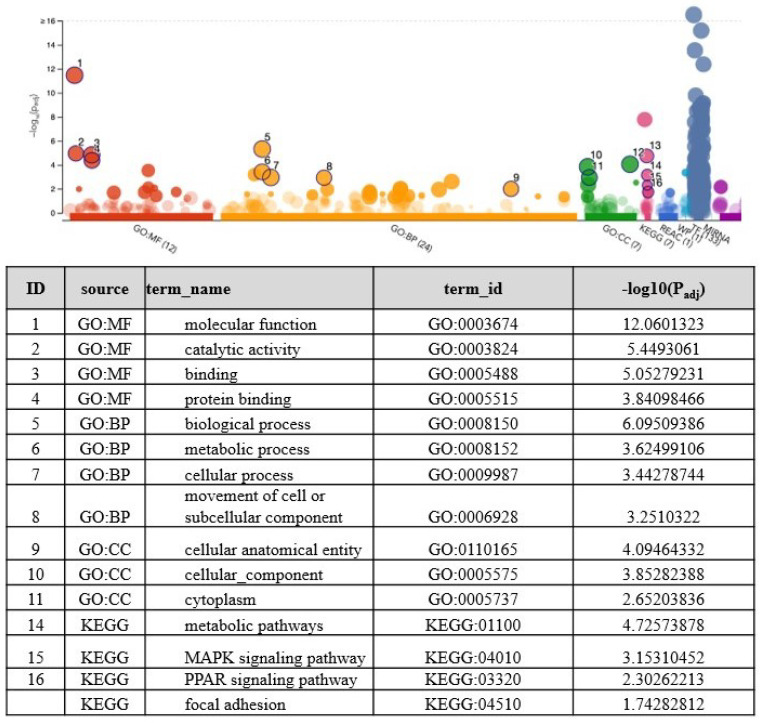
Manhattan plot created with g: GOSt in g: Profiler that illustrates enrichment of gene ontology (GO) terms associated with DEGs between 0- and 2-mM metformin-treated COVCAR cells: the x-axis represents functional terms that are grouped and color-coded. From GO: molecular function (MF), biological process (BP), cellular components (CC), and KEGG pathways. The color intensity denotes the significance of GO terms. The y-axis shows the adjusted enrichment *p* values in −log10 (Padj). The table under the Manhattan plot identifies the top GO terms associated with MF, BP, CC, and KEEG pathways and are numbered by −log10 (Padj) values.

**Figure 4:**
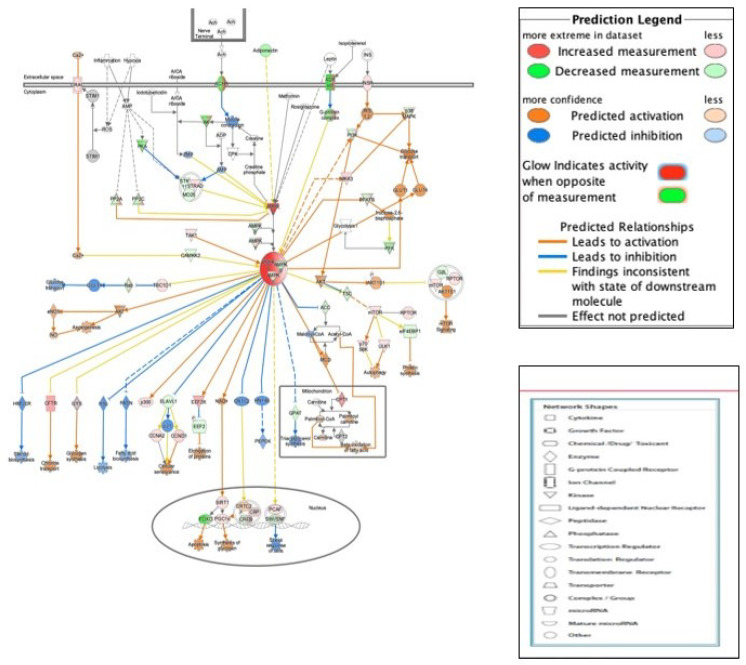
Effect metformin on the AMPK signaling pathway predicted by IPA: the canonical AMPK signaling pathway was overlaid with dataset molecules to predict the downstream effect of AMPK activation. Predicted activation or inhibition of pathways is based on the relationships in the molecular network that represent experimentally observed association between genes and their functions in addition to the literature evidence in the IPA database.

**Figure 5:**
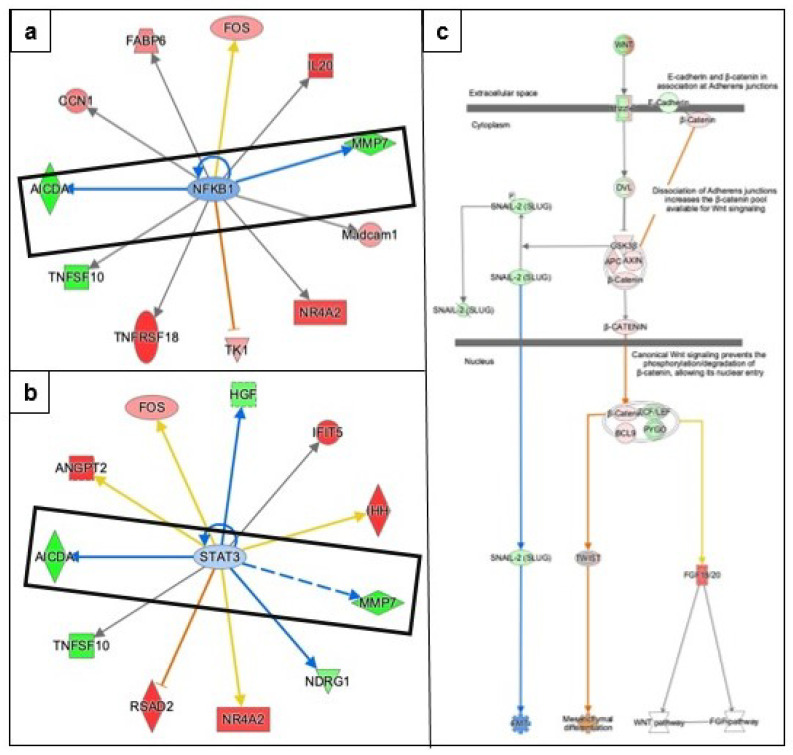
Effect of metformin on epithelial–mesenchymal transition predicted by IPA. Up-stream analysis in IPA predicts the activation/inhibition of various transcription factors. (**a**,**b**) Transcription factors involved in EMT, NFKB, and STAT3 are predicted to be inhibited due to the downregulation of MMP7 and AICDA. (**c**) Canonical WNT signaling pathway involved in EMT was overlaid with dataset molecules that lead to a predicted inhibition of EMT acting downregulation of SNAIl-2 (SLUG). The key for the shape, color, direction, and molecule types in the above pathways is provided in Figure 4.

**Figure 6:**
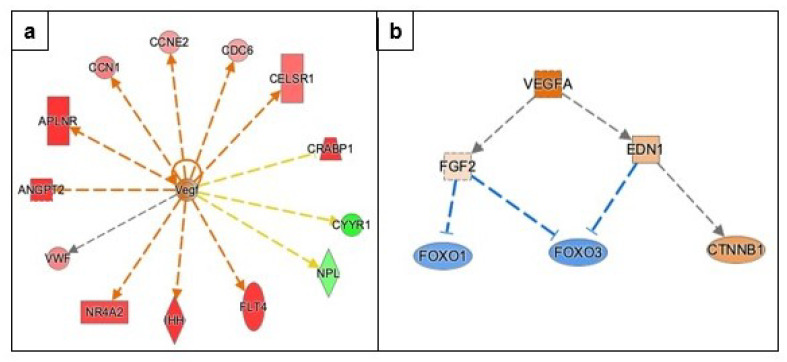
Effect of metformin on angiogenesis as predicted by IPA. (**a**) Transcription factor VEGF involved in angiogenesis is predicted to be activated through the upregulation of molecules in the dataset. (**b**) VEGFA network, the top mechanistic network to be activated acting through *FGF2*, *EDN1*, *FOXO1*, *FOXO3*, and *CTNNB1* regulators. The key for the shape, color, direction and molecule types in the above pathways is provided in Figure 4.

**Figure 7:**
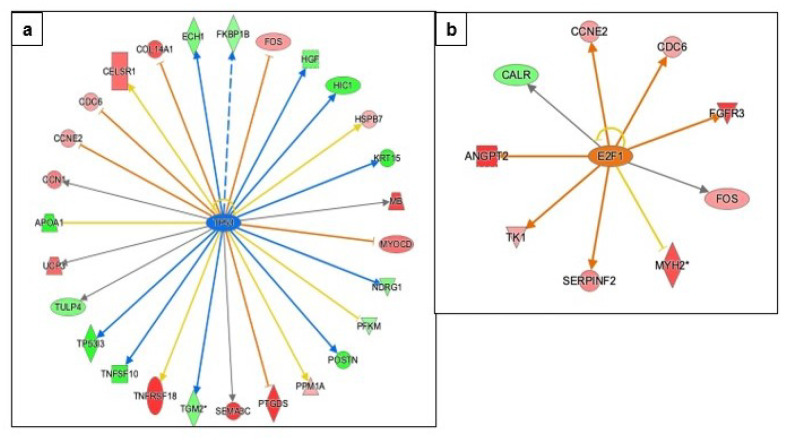
Effect of metformin on apoptosis and cell-cycle regulation as predicted by IPA. (**a**) IPA prediction of upstream regulators revealed that transcription factor TP53 is predicted to be inhibited by the downregulation of dataset molecules. (**b**) Transcription regulator E2F1 is predicted to be activated via upregulated dataset molecules. The key for the shape, color, direction and molecule types in the above pathways is provided in Figure 4.

**Figure 8:**
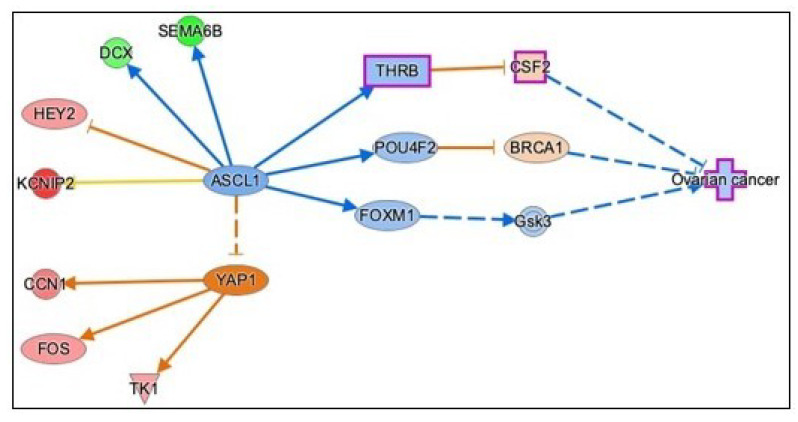
Effect of metformin on ovarian cancer as predicted by causal network analysis in IPA. Causal network analysis connects upstream regulators and dataset molecules in addition to IPA-knowledge-based literature to identify root regulators associated with ovarian cancer. ASCL1 is the master regulator predicted to be inhibited while YAP1 is predicted to be activated, due to downregulation of DCX and SEM6AB and upregulation of CCN1, FOS, and TK1, respectively. The key for the shape, color, direction and molecule types in the above pathways is provided in Figure 4.

**Table 1:** Top 10 mRNAs that are downregulated in COVCAR cells in response to 2 mM metformin treatment compared to control as detected by RNA-seq analysis. Functions listed below are that of the protein encoded by the respective gene. FDR-False discovery Rate.

Gene Name	Log2FC	*p*-Value	FDR	Function
ABHD8	−6.5	6.12 $\times \;10^{-5}$	7.60 $\times \;10^{-3}$	Influences methylation of 12CpG and increased EOC risk
MMP7	−5.4	6.07 $\times \;10^{-8}$	0.00	An enzyme involved in extracellular matrix lysis
APOC3	−5.3	1.55 $\times \;10^{-6}$	6.00 $\times \;10^{-4}$	Involved in the metabolism of triglyceride (TG)-rich lipoproteins (TRLs)
AICDA	−4.8	3.93 $\times \;10^{-4}$	2.47 $\times \;10^{-2}$	Involved in somatic hypermutation, gene conversion, and class-switch recombination of immunoglobulin genes in B-lymphocytes
GDPD2	−4.5	2.28 $\times \;10^{-5}$	3.80 $\times \;10^{-3}$	Plays a role in the remodeling of the actin cytoskeleton
APOA1	−4.4	5.28 $\times \;10^{-5}$	6.70 $\times \;10^{-3}$	Attaches to cell membranes and promotes the efflux of cholesterol and phospholipids from the cytoplasm
CYYR1	−4.2	8.24 $\times \;10^{-4}$	4.01 $\times \;10^{-2}$	Not annotated in the Gallus gallus genome
GSTA4	−3.9	1.30 $\times \;10^{-4}$	1.20 $\times \;10^{-2}$	Associated with hepatocellular carcinoma
S1PR3	−3.7	1.96 $\times \;10^{-5}$	3.50 $\times \;10^{-3}$	A G-protein-coupled receptor that contributes to the regulation of angiogenesis and vascular endothelial cell function

**Table 2:** Top 10 mRNAs that are upregulated in COVCAR cells in response to 2 mM metformin treatment compared to control as detected by RNA-seq analysis. Functions listed below are that of the protein encoded by the respective gene. FDR—false discovery rate.

Gene Name	Log2FC	*p*-Value	FDR	Function
MNR2	5.5	1.85 $\times \;10^{-5}$	3.40 $\times \;10^{-3}$	Regulation of transcription, sequence specific-DNA binding
SLC5A5	5.5	2.47 $\times \;10^{-4}$	1.85 $\times \;10^{-2}$	A member of the sodium-glucose co-transporter family. Responsible for the uptake of iodine in thyroid and lactating breast tissue
TMEM82	4.7	2.37 $\times \;10^{-6}$	8.00 $\times \;10^{-4}$	Transmembrane protein. Prognostic marker in Renal cancer (favorable)
IHH	4.6	4.15 $\times \;10^{-4}$	2.54 $\times \;10^{-2}$	Activation of the hedgehog pathway, implicated in the development of various cancers, prostate cancer, pancreatic cancer, gastrointestinal malignancies, and ovarian cancers
IL19	4.5	3.32 $\times \;10^{-4}$	2.19 $\times \;10^{-2}$	Mitogenic and chemotactic for endothelial cells and can induce their angiogenic potential
UNC45B	4.2	5.45 $\times \;10^{-4}$	3.04 $\times \;10^{-2}$	Encodes a myosin-specific chaperone that, together with the general heat-shock protein HSP90, is involved in myosin assembly
CHRNB3	4.2	1.01 $\times \;10^{-3}$	4.61 $\times \;10^{-2}$	Not annotated in the Gallus gallus genome
CRABP-I	4.1	6.50 $\times \;10^{-4}$	3.39 $\times \;10^{-2}$	CRABP1 is assumed to play an important role in retinoic acid-mediated differentiation and proliferation processes
RSAD2	4	3.29 $\times \;10^{-6}$	1.10 $\times \;10^{-3}$	Induced by interferon, known to abolish amino acid and mitochondrial metabolism
SLC6A17	4	3.80 $\times \;10^{-16}$	0.00	A member of the SLC6 family of transporters, responsible for the presynaptic uptake of most neurotransmitters

## Data Availability

RNASeq data available through, GEO Accession: GSE182084. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182084, accessed on 1 October 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes13010030/s1, Table S1: List of 365 DEGs in 2 mM metformin-treated group as compared to the control group, FDR < 0.05, analyzed using DESeq2, R V.4.1.0.; Table S2: Identifying gene ontology terms (GO) in g: Profiler. Statistical enchrichment analysis usign g:GOst of 365 significant DEGs in the form of ordered query, padj < 0.05; Table S3: NFKB mechanistic network of association between upstream regualators and dataset genes, created in IPA; Table S4: VEGF mechanistic network of association between upstream regualators and dataset genes, created in IPA; Table S5: All genes associated with the predicted inhibition of TP53; Table S6: All genes associated with the predicted activation of E2F1; Table S7: Paths through which master regulator ASCl1 can affect ovarian cancer; Table S8: Top 5 diseases and function predicted to be activated and inhibited; Figure S1: Effect metformin on the NFKB1 mechanistic network as predicted by IPA; Figure S2: Effect metformin on the ERK signaling pathway predicted by IPA.

How the deposited data were processed for this re-analysis (not part of the article)

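COVCAR cell lines from the ascites of 4 hens (C5, C7, C9 and C11) were treated for 24 h with metformin at 0.5, 1 or 2 mM or left without it, and 1 RNA library was sequenced per cell line and dose. The sample labels and the paper name the line and dose of each of the 16 libraries, and all were used. The authors aligned the reads to GRCg6a with hisat2 and counted them on exons by strand with featureCounts, and they deposited the count per gene and library without normalization. Their counting gives a read over several genes to each of them, so overlapping genes share reads. The exonic length of each gene comes from the same deposited table, as an other column beside the counts. The authors also deposited a table of DESeq2 results for each dose against the control group. From these the log2 fold changes, rounded to 1 decimal by the authors, the deposited p-values and which libraries are present were read. The signal columns of those deposited tables hold the authors' counts divided by a size factor per library, and they served only to see which libraries entered each comparison. The 1 mM table lacks C7 at 1 mM.

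Count totals lay between 34724071 and 42531887 per library. At this depth a gene with at most 3 counts in each library of a group was taken as at the floor, and its fold change was given as a lower bound. The intervals and floors cover counting error only. Genes were named from the symbols in the files, and 10393 of 23910 genes have none. A reference table of another assembly, GRCg7b, was used only to look for missing names, and none of its coordinates were used.

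The tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each dose was compared with the control group by edgeR's quasi-likelihood test (two-sided, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment) on the 8 libraries of the groups compared, without the cell line as a term. The change with dose was tested over all 16 libraries as a slope per mM. DEGs had a p-value under 0.01 and an adjusted p-value under 0.05. Log2 CPM used a prior count of 1. Gene lists were tested with camera at a preset correlation of 0.01. There were 18 lists for pathways and 8 of cell type markers (erythroid, macrophage, T cell, B cell, endothelial, fibroblast, epithelial and muscle), written before the data were examined. So were the tests, the alternatives except those said to be chosen later, and the rule for the genes named. Named genes were those the paper names in its results, tables and discussion of the RNA sequencing, the 5 DEGs with the largest rise and the 5 with the largest fall at 2 mM among those with the same direction in all 4 lines (there were none), and the 3 genes with the smallest p-values in each direction of the dose trend. Some genes that the paper names are not reported here. Named by the paper and not analysed here were SNAI2, FOXO3, LIPE, PCK2, SLC2A4, CELSR1 and MYH2.

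The alternatives were DESeq2, other normalization (RLE), no count filter, a mean of at least 1 CPM, a least absolute log2 fold change of 1, the cell line as a replicate block, all 16 libraries in one fit, each cell line or library left out, and for gene lists fry and an estimated correlation. Chosen after seeing the data were fits with the length slope of each library as a covariate, alone, with the block, with the block in DESeq2 and with the block over all 16 libraries, and DESeq2 on the 7 libraries of the authors' 1 mM table.

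The libraries are paired by cell line, since each line comes from 1 hen. The exact permutation tests of gene lists did not use this pairing and exchanged libraries across lines. Exchanges within lines were not run for the lists, and would be too few to reach a p under 0.05. The check was made on deviations from the dose means in log2 CPM. Pairs of libraries of one line with the same sign of the length slope had a median correlation of 0.748 (15 pairs, from 0.174 to 0.892). Pairs of one line with opposite signs had a median of −0.0337 (9 pairs). Between lines the median was 0.198 with the same sign (31 pairs) and −0.368 with opposite signs (41 pairs).

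The fits were tested on simulated data, with 200 genes changed by 2 on the log2 scale. These counts were drawn gene by gene from a fit with the cell line and the length slope as terms. That is the model of the fits with the block and the length slope, so the simulation favours them. Genes varied independently in it, unlike in real libraries. edgeR called 49.2% of the 199 changed genes it tested and 0 unchanged genes. With the line as a block it called 73.9% and 1 unchanged, and with the block and the length slope 79.9% and 11 unchanged. DESeq2 called 78.5% of 200 and 6 unchanged, and with the block 93.5% and 60 unchanged. For the dose trend edgeR called 74% and 1 unchanged, and with the block and the length slope 92.5% and 6 unchanged. Of 26 gene lists camera called the 1 raised list and 1 other. The counts for that test had no cell lines, no length slope and no correlation between genes, so they cannot test camera's preset correlation. A library simulated with 30% of the C9 profile gave shares from 22.9% to 35.5% over 6 genes.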

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

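All tests of an explanation in this part were chosen after the result was seen. A library was singled out where its gap to the nearest of the other 3 lines at its dose exceeded the critical share of the range of the 4 in Dixon's test. Of 149 groups of 4 libraries, 15 held such a library, where chance gives about 1 in 20, or 7.45. The groups share their libraries and many of the genes were picked by the paper from these libraries, so the groups are not independent.

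C7 at 1 mM stood apart from the other lines at that dose, and it is the library absent from the authors' deposited 1 mM table. For each line, the 100 genes with the smallest dose trend p-values in the other 3 lines were taken, and the mean change from the line's own control in their direction was its dose score (log2 scale). At 1 mM the score was 1.73 in C7 against 0.594 to 0.666 in the 3 others (ratio of gap to range 0.936). At 2 mM it was 1.36 in C7, 1.31 in C5, 1.09 in C9 and 0.94 in C11. With the 300 genes of smallest p-value in place of 100 the score of C7 was 1.43 against 0.494 to 0.698, and the ratio (0.781) was under the critical value. The length slope of C7 rose by 0.141 from its control to 1 mM, the largest move of the 4 lines at that dose. The change in every line was therefore corrected for the move of its slope, by each gene's coefficient on the slope in the other 3 lines. The corrected score of the 100 genes was 1.76 in C7 at 1 mM, against 0.611 to 0.77 in the 3 others (ratio 0.861) and 1.37 in C7 at 2 mM, while that of C5 at 2 mM fell to 1.04. With the 300 genes it was 1.41 against 0.509 to 0.776 (ratio 0.703). This argues against the move of the slope as the whole reason for the high score. An exchange of the 1 and 2 mM labels of C7 cannot be told apart from other reasons, since it would rest on 1 library, which scored 1.36 under the label 2 mM, a little above the 2 mM libraries of the other lines. The immediate early list, averaged as a deviation from the mean of the 16 libraries, was 1.9 in C7 at 1 mM, and its next highest value was 0.689. A stress response of that culture may therefore add to the score. With 1 library per line and dose it cannot be told apart from a stronger response of C7 to 1 mM metformin.

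Among falling genes of Table 1, ABHD8 at 2 mM was 0.361 CPM in C7 against 0.0286 to 0.0532 in the 3 other lines (ratio 0.926) and APOA1 at 2 mM was 1801 CPM in C7 against 37.7 to 228 in the 3 other lines (ratio 0.892). CYYR1 at 2 mM was 0.0857 CPM in C11 against 0 in the 3 other lines (ratio 1), where the count in C11 was 3 and the others had 0. Among rising genes of Table 2, MNR2 at 0 mM was 0.0302 CPM in C7 against 0 in the 3 other lines (ratio 1), the C7 library holding 1 count and the others 0. TMEM82 at 2 mM was 1.87 CPM in C9 against 0.452 to 0.629 in the 3 other lines (ratio 0.876). IL19 at 0 mM was 0.361 CPM in C11 against 0 in the 3 other lines (ratio 1).

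Other genes the paper names held such a library as well. FOXM1 at 0 mM was 4.78 CPM in C5 against 0.774 to 1.3 in the 3 other lines (ratio 0.87). GPAM at 0 mM was 6.07 CPM in C9 against 0.445 to 1.09 in the 3 other lines (ratio 0.886). NPY at 0 mM was 15.6 CPM in C7 against 0.751 to 3.07 in the 3 other lines (ratio 0.844). TNFRSF18 at 0 mM was 0.306 CPM in C5 against 0.694 to 0.728 in the 3 other lines (ratio 0.918), here the lowest line. POU4F2 at 0 mM was 0.0243 CPM in C9 against 0 in the 3 other lines (ratio 1), from 1 count in C9. Of the genes named for the dose trend, MCEE at 2 mM was 1.86 CPM in C11 against 1.17 to 1.23 in the 3 other lines (ratio 0.909) and PRKAR1B at 2 mM was 11.7 CPM in C7 against 7.12 to 7.48 in the 3 other lines (ratio 0.92). For the gene without a symbol that DESeq2 called at 1 mM, ENSGALG00000036958 at 0 mM was 0.51 CPM in C9 against 0.181 to 0.222 in the 3 other lines (ratio 0.873). For the genes with a count of at most 3 the difference is within counting error. For the other single genes, neither a technical nor a biological explanation was tested, since each line and dose has 1 library.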

How the results depend on the processing

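Of the tests of an explanation in this part, the permutations of the dose trend with the block and the length slope, the exchanges within lines and the splits for pathway lists were set out before their results were seen, and the others after. The number of DEGs at 0.5 mM was 0 in each fit except with DESeq2 and the cell line as a block, and with DESeq2, the block and the length slope (chosen after seeing the data), which each called 1. edgeR gave 146 genes there an unadjusted p-value under 0.05. At 1 mM it was 0 with RLE normalization, without the count filter, with a mean of at least 1 CPM, with the block in edgeR, with the length slope alone, with all 16 libraries in one fit, with a log2 fold change over 1 and in each fit without 1 line or library. At 2 mM it was 0 under the same settings except all 16 libraries in one fit, which called 3. With edgeR, 636 genes at 1 mM and 1410 at 2 mM had an unadjusted p-value under 0.05.

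DESeq2 called 30 genes at 1 mM and 365 at 2 mM, and with the cell line as a block 631 and 1841. With DESeq2 on the 7 libraries of the authors' 1 mM table, 4 were called. The fits with the length slope and the block, all chosen after seeing the data, called 232 genes at 1 mM and 722 at 2 mM with edgeR, 25 and 1459 with edgeR over all 16 libraries, and 2261 and 2219 with DESeq2. On simulated data DESeq2 called 60 unchanged genes with the block and 6 without it. What sets edgeR and DESeq2 apart here was not tested.

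For the 0 DEGs of edgeR at 2 mM, the spread between cell lines and between the libraries of positive and negative length slope is a candidate explanation, since the fit with both as terms called 722. For 0.5 mM the change of sign of the slope in C7 and C11 is not the whole reason, since that fit called no gene and gave 139 genes an unadjusted p-value under 0.05.

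The dose trend had 61 DEGs (24 rising, 37 falling). It had 54 with RLE normalization (13 rising, 41 falling), 89 with a mean of at least 1 CPM, 40 without the count filter, 715 with DESeq2, 158 with the rank of the dose, 700 with the cell line as a block, and, chosen after seeing the data, 901 with the length slope and 2277 with the block and the slope. It ranged from 0 to 107 across the 4 fits that each left out 1 cell line, the lowest without C9 (1271 genes at an unadjusted p-value under 0.05) and the highest without C7. It was 0 without 2 mM (1017 at an unadjusted p-value under 0.05), where fewer libraries and doses were tested. For the other settings the cause was not tested. Of the 6 genes named for the trend, 5 were no longer past the criteria without C5, 1 without C7, 6 without C9, 5 without C11 and 6 without 2 mM. None changed direction in these fits.

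Of the 365 genes of Supplementary Table S1, edgeR called 0 at 2 mM. DESeq2 called 365, DESeq2 with the block 363, edgeR over all 16 libraries in one fit 3, edgeR with the block and the length slope 213, the same over all 16 libraries 295 and DESeq2 with the block and the slope 343, and the cause was not tested. The share that moved in its 2 mM direction stayed between 79.1% and 94.8% at 0.5 mM and between 99.4% and 100% at 1 mM in the alternatives run.

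Of the 18 pathway lists, camera called 10 at 2 mM, fry 1 and camera with an estimated correlation 0. Camera with the cell line as a block called 10, gaining the NF-KB list and losing the interferon list. The block and the length slope gave 12, with the fatty acid, cholesterol, NF-KB and STAT3 lists gained and the oxidative phosphorylation and interferon lists lost. The cause of the lower counts under fry and the estimated correlation was not tested.

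Of 66 genes named at 2 mM, 55 kept their direction in each fit that tested them, and 11 changed it in at least 1. None of these 11 was past the criteria in edgeR's test, and the cause was not tested. With DESeq2, RLE normalization, no count filter and DESeq2 with the block, in that order, the log2 fold change was −0.011, −0.014, −0.0023 and −0.012 for TWIST1 and −0.024, −0.028, −0.0097 and −0.019 for SLC2A1. Of the named genes, FGFR2 at 2 mM had −0.035, −0.037, −0.031 and −0.0052 in these fits. With the block and the length slope it was 0.11 for CDH1 and −0.075 for FGFR2. Across the fits that left out 1 line or 1 library, it ran from −0.0088 to 0.31 for CTNNB1, −1.33 to 0.50 for CDH1, −0.13 to 0.13 for TWIST1, −0.084 to 0.66 for NFKB1, −0.26 to 0.15 for VEGFA, −0.14 to 0.47 for FOXO1, −0.75 to 0.42 for YAP1, −0.50 to 0.41 for FGFR2, −0.028 to 0.44 for SIRT1, −0.22 to 2.11 for GPAM and −0.18 to 0.18 for SLC2A1. In the same direction, DESeq2 called 44 of the named genes that edgeR did not, DESeq2 with the block 45, the block and the length slope 23 and all 16 libraries in one fit 3. The block alone in edgeR changed no call of a named gene.

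Other groupings of the same libraries were tried. Of the 35 splits of the 8 libraries into 4 and 4, 35 gave as many DEGs as the real split with edgeR at 0.5 mM, 35 at 1 mM and 35 at 2 mM, as they must with a real count of 0. As many genes with an unadjusted p-value under 0.05 came from 29 splits at 0.5 mM, 18 at 1 mM and 7 at 2 mM. With DESeq2, 17 of 35 splits gave as many DEGs at 1 mM and 7 at 2 mM, and the splits at 0.5 mM were not run. As many pathway lists came from 5 of 35 splits. Camera's smallest adjusted p was 2.4e-09 in the real split and reached 3.0e-71 in another, so small p-values from camera also arise without the doses parted. The splits with the largest counts parted at most 2 of the 4 pairs of libraries of one line. At 0.5 mM edgeR called 2883 genes between C5, C7 and C11 at 0 mM with C5 at 0.5 mM and the rest, which is the split by the sign of the length slope. At 2 mM it called 19 between lines C5 and C9 and lines C7 and C11. DESeq2 called 2688 at 2 mM between C5, C7 and C11 at 0 mM with C7 at 2 mM and the rest, and 1341 at 1 mM between C5, C7 and C11 at 0 mM with C5 at 1 mM and the rest. In both, 1 side holds only libraries of negative slope. Compared with the 8 splits that part all 4 pairs of libraries of one line, the real split was the only one with as many DESeq2 calls at 1 mM and at 2 mM, the highest other counts being 0 and 1.

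Doses exchanged within lines gave as many DEGs, in the fit with the block and the length slope, in 8 of 8 assignments at 0.5 mM, 1 at 1 mM and 1 at 2 mM, the real one included, and with 8 assignments a share under 0.05 cannot be reached. For the dose trend, 2 of 60 draws of permuted doses gave as many DEGs, the real one included. With the block and the length slope, 1 of 40 draws of doses permuted within lines did, the real one alone. Depth limits the genes at or near the floor of 3 counts, among them 7 genes of Table 2, for which only a lower bound of the rise can be given.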

Differences from the paper's values

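No test was added for this part. The paper's reported value for the number of DEGs at 2 mM is 365, and edgeR gave 0, with 1410 genes at an unadjusted p-value under 0.05. With DESeq2, an alternative set before the data were examined, it was 365. The paper's methods name DESeq2. Among the other alternatives set before the data were examined, RLE normalization, no count filter, a mean of at least 1 CPM, the block in edgeR, a log2 fold change over 1 and each fit without 1 line or library gave 0, all 16 libraries in one fit gave 3 and DESeq2 with the cell line as a block gave 1841.

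At 1 mM the paper's reported value is 4 and edgeR gave 0, with 636 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined gave a number within 1.5 times of it. DESeq2 gave 30, DESeq2 with the cell line as a block 631, and the others 0. DESeq2 on the 7 libraries of the authors' deposited 1 mM table, chosen after seeing the values, gave 4.

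Of genes in Tables 1 and 2, which the paper lists as DEGs at 2 mM, edgeR tested 5 of 8 and 4 of 10 and called 0. DESeq2 called all 8 and all 10. The block with the length slope, chosen after seeing the values, called 1 of the 5 and 3 of the 4. The paper states that SIRT1 is higher, and its log2 fold change at 2 mM was 0.17, within the spread between lines. The paper names FGFR2 with CDC6 as upregulated in its text. FGFR2 was at 0.0025 and FGFR3, which its figure names, at 2.78, called by DESeq2 (adjusted p = 0.0122) and not by edgeR (0.312).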

Other observations

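The tests of an explanation in this part were chosen after the result was seen, except that of fold changes against exonic length. The split of the 16 libraries by the sign of their length slope is not set by the doses, since libraries of both signs occur at 4 of 4 doses, nor by the cell line alone, since they occur in 3 of 4 lines, the exception being C9. Depth is not the cause by the test made, as the total counts had a median of 37265967 in the 7 positive and 37129553 in the 9 negative libraries (exact permutation test, two-sided, p = 0.635). From the shortest to the longest group of genes, of 10 groups by length, the median log2 difference between the 7 and the 9 libraries went from −0.51 to 0.80. Across genes, which are not independent replicates, the loadings of the first principal component had a rank correlation of 0.442 with exonic length and 0.563 with the genomic span of the gene. A bias by gene length is a candidate explanation, and whether exonic length, genomic span or a property that goes with both is behind it stays open. GC content cannot be told apart from it here, since no genome of the build was used. Among genes of similar exonic length the median log2 difference was −0.461 on small chromosomes and 0.078 on chromosomes 1 to 5. The labels give no batch or date of sequencing per library.

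The fold changes carry this pattern. At 0.5 mM, where C7 and C11 change sign, the rank correlation of log2 fold change with exonic length was 0.262 across genes. It was 0.115 at 2 mM, where C5 does, and −0.0277 at 1 mM, where none does. With the block and the length slope it was −0.0169, 0.0132 and −0.00748 at these doses.

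C7 and C11 at 0.5 mM and C5 at 2 mM lie with C9 on the first principal component. A gene with 1 count at most in the C9 libraries, ENSGALG00000054021, argues against an exchange with C9. It had 1094 counts in C5 at 2 mM, 917 in C7 at 0.5 mM and 455 in C11 at 0.5 mM, and 455 was the lowest of the 3. The gene was chosen for counts in every library outside C9, these 3 included, so it is not independent evidence. It does not bear on an exchange among C5, C7 and C11. Genes that separate lines put 15 of 16 libraries in their labelled line, the exception being C5 at 2 mM (3 of 18 of its own line's genes on that line's side and 3 of 10 of those of C9). For C11 at 0.5 mM this rests on 2 of 26 genes of C11 and none of 3, 5 and 7 genes of C5, C7 and C9, so its own line's genes were also mostly off that line's side. Cells or RNA of C9 in C7 and C11 at 0.5 mM would raise genes that are off in those lines, and these reached at most 6.13% of their C9 level (5 genes in C7, 2 in C11). For C5 at 2 mM the shares ran from −2.12% to 185% over 15 genes, 2 of them under 10%, so an admixture of C9 cannot be told apart from other changes of that library.

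C11 at 0.5 mM has little of the RNA that the macrophage list measures in the other C11 libraries. Against the C11 control 16 of 17 genes were lower, with a median log2 change of −2.82. LYZ had 2710 counts in C11 at 0 mM, 17 at 0.5 mM, 3737 at 1 mM and 3345 at 2 mM, and CCL4 had 10168, 23, 6584 and 13581. Both genes, which are in the list, were chosen after their values were seen. Metformin dose alone is not the reason, since the list's median change was 0.305 at 1 mM and −0.17 at 2 mM in C11. The length slope would give a change of −0.0407. An exchange of lines is not the reason either, since 0% of the genes marking another line were found on that line's side, though only 2 of 26 of those marking C11 were on the side of C11. What lowered the list in that culture stays open. In C7 at 0.5 mM 13 of the genes were lower than in its control (median −1.54), at 1 mM 11 (median −1.45), and in C9 at 2 mM all but 1 were higher (median 2.15).

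At 2 mM the fibroblast list was lower (median log2 fold change −1.15, adjusted p = 1.6e-05 from camera), 12 of 13 genes being lower. Averaged per library it differed by −1.18 and was lower in 4 of 4 lines (exact permutation test, two-sided, p = 0.0286, the smallest possible, 0.114 adjusted over the 8 lists). With 4 libraries against 4, a list alone at that p cannot pass the adjustment, for cell types or pathways. Gene length is not the cause, since with the block and the length slope its median was −0.917. Neither fry (0.23) nor an estimated correlation (0.281) put it past an adjusted p-value under 0.05. The endothelial list was higher (0.91, adjusted p = 0.0154), with an adjusted p of 0.0666 with the cell line as a block and 0.0563 without C7. The muscle list did not pass with camera (−0.15, adjusted p = 0.229) unless C7 (0.00879) or genes under a mean of 1 CPM (0.0196) were left out, while its average rose by 1.13 in 4 of 4 lines (exact permutation test, p = 0.0286, adjusted 0.114). The erythroid (0.39, adjusted p = 0.912), macrophage (0.094, adjusted p = 0.476), T cell (−0.24, adjusted p = 0.912), B cell (0.089, adjusted p = 0.625) and epithelial lists (0.19, adjusted p = 0.447) did not pass, except macrophage without C11 (0.0256). With the block and the length slope the macrophage list passed as higher (0.44, adjusted p = 0.0284), as did the endothelial list (0.86, adjusted p = 0.0284). A shift in the cells of the cultures and a change within cells cannot be separated by these lists.

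The G2 and M phase list, higher at 2 mM in all 4 lines, is not explained by gene length, since its median log2 fold change was 1.19 with the block and the length slope. Averaged per library it differed by 1.09 (exact permutation test, two-sided, p = 0.143, 0.367 adjusted over the 18 pathway lists). That test exchanged libraries across cell lines, so differences between lines count as spread in it. Other pathway lists past camera's threshold at 2 mM were immediate early genes (0.61, adjusted p = 1.7e-06), heat shock (0.38, adjusted p = 4.8e-05), mitochondrially encoded genes (0.33, adjusted p = 0.0277) and interferon response (−0.00027, adjusted p = 0.0383), higher by camera, and the integrated stress response (−0.31, adjusted p = 0.0383) and oxidative phosphorylation genes of the nucleus (−0.11, adjusted p = 0.0383), lower. Hypoxia targets (−0.052, adjusted p = 0.464) and lipoproteins (−0.66, adjusted p = 0.116) did not pass, except lipoproteins without C9 (0.00397) and with a mean of at least 1 CPM (0.0214). Left-out lines took calls away. Mitochondrially encoded genes had an adjusted p of 0.243 without C9 and 0.155 without C11, interferon response 0.16 without C5 and 0.166 without C9, the integrated stress response 0.0788 without C5 and 0.103 without C7, and oxidative phosphorylation 0.63 without C5. Interferon response also lost its call with a mean of at least 1 CPM (0.419). The heat shock list rose in 4 of 4 lines by 0.52 per library (exact permutation test, p = 0.0286, adjusted 0.309). A biological change with metformin stays open for these lists as a hypothesis.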
